# Macrophages maintain mammary stem cell activity and mammary homeostasis via TNF-α-PI3K-Cdk1/Cyclin B1 axis

**DOI:** 10.1038/s41536-023-00296-1

**Published:** 2023-05-02

**Authors:** Yu Zhou, Zi Ye, Wei Wei, Mengna Zhang, Fujing Huang, Jinpeng Li, Cheguo Cai

**Keywords:** Mammary stem cells, Stem-cell niche

## Abstract

Adult stem cell niche is a special environment composed of a variety stromal cells and signals, which cooperatively regulate tissue development and homeostasis. It is of great interest to study the role of immune cells in niche. Here, we show that mammary resident macrophages regulate mammary epithelium cell division and mammary development through TNF-α-Cdk1/Cyclin B1 axis. In vivo, depletion of macrophages reduces the number of mammary basal cells and mammary stem cells (MaSCs), while increases mammary luminal cells. In vitro, we establish a three-dimensional culture system in which mammary basal cells are co-cultured with macrophages, and interestingly, macrophage co-culture promotes the formation of branched functional mammary organoids. Moreover, TNF-α produced by macrophages activates the intracellular PI3K/Cdk1/Cyclin B1 signaling in mammary cells, thereby maintaining the activity of MaSCs and the formation of mammary organoids. Together, these findings reveal the functional significance of macrophageal niche and intracellular PI3K/Cdk1/Cyclin B1 axis for maintaining MaSC activity and mammary homeostasis.

## Introduction

Organogenesis and tissue homeostasis are tightly regulated by the cooperation of multiple cell types and signals in the microenvironment^1^. The epithelium is subjected to an array of signals present in the microenvironment, including the signals from fibroblasts^2^, immune cells^3^, endothelial cells (ECs)^4^, and other stromal cells^5^. Whether these cell types contribute to tissue development and how they orchestrate and ensure tissue homeostasis are of great interests.

The mammary gland is an epithelial organ with a highly branched tree-like pattern of ductal networks, consisting of an outer layer of elongated basal cells and an inner layer of cuboidal luminal cells^6^. Mammary stem cells (MaSCs) are located in the basal compartment^7^, and protein C receptor (Procr)^8^ and BCL11b^9^ have been identified as markers of activated and quiescent MaSCs, respectively. The mammary epithelium is surrounded by a basement membrane and is embedded in a complex microenvironment composed of multiple cell types, including immune cells, fibroblasts, nerves, vasculature, lymphatics, and adipocytes^10^. Microenvironment signals, extracellular matrix (ECM)^11^, and systemic hormones^12^ form a complex interaction network to coordinate the proper structural and functional development of the mammary gland. There is a growing appreciation of the interdependent nature of epithelial and stromal compartments during branching morphogenesis^13^. The interaction between mammary epithelial cells and stromal cells has been extensively studied, in which fibroblasts, adipocytes, immune cells and endothelial cells play essential roles through paracrine signal transduction^4,14–16^. However, due to the lack of appropriate research models in vitro, it is still hard to firmly define the crosstalk between stromal cells and mammary cells.

The mammary gland has unique postnatal development feature, most of which is achieved after birth. During puberty, hormonal signaling induces ductal elongation and branching morphogenesis^17^. In the adult, the mammary duct undergoes repeated small-scale growth and regressions with the cycling hormone levels^18^. During pregnancy, under the influences of hormones, luminal cells are induced to differentiate and develop into alveoli that produce milk at parturition^19^. Upon weaning, the mammary network involutes to a state close to that of virgin^20^. In the process of mammary development, the regulation of hormones is tightly mediated by micro-environmental cues, including ECM, stromal cells, immune cells and niche signals^21^. Therefore, it is of great interest to investigate the mediating roles of microenvironment cells and signals, which is crucial for studying mammary development.

Immune cells are widely distributed in almost all tissues, and epithelial organs in particular^22^. Epithelial tissue is the first contact point of pathogens and the first line of defense against pathogen infection. To ensure tissue homeostasis and response quickly to infection, epithelial cells collaborate closely with immune cells^23,24^. Moreover, tissue resident immune cells regulate the behavior of adult stem cells and are gradually considered to be a key component of the adult stem cell niche^25,26^. Macrophages are one of the early discovered immune cells that regulate the behavior of stem cells^27^. In particular, they are the immune cells with the highest abundance and the most extensive functions in the mammary epithelial microenvironment^28^. Macrophages appear in the mammary gland as early as the embryonic period, and continue to survive and expand throughout the lifetime^29,30^. As a professional phagocyte, resident macrophages in the mammary gland can remove dead and apoptotic cells and damaged epithelium^31^. In addition to its typical role, macrophages are also crucial for mammary development. The presence of macrophages is required for mammary duct elongation, side branch morphogenesis^32^, and alveolar formation during pregnancy^33^. Mammary “ductal macrophages” located between the basal layer and the luminal layer were recently identified as CD11c^+^ and responsive to hormones, and were found to be involved in tissue modeling after lactation and phagocytosis of alveolar cells during involution^34^. Moreover, mammary resident macrophages (M2-like macrophages) were also found to be involved in regulating the activity of MaSCs^27,35^. For example, mammary resident macrophages interact with mammary basal cells through the notch ligand Dll1 expressed by basal cells, thereby activating Notch signaling in macrophages and promoting the secretion of Wnt ligand, thus forming a feedback signal to maintain the MaSC activity^16^. Although the function of macrophages has been well studied, little is known about the intracellular molecular mechanisms induced by macrophages in mammary cells.

The capacity of three-dimensional (3D) organoid cultures to resemble a near-physiological tissue organization, which contains the correct cell types and performs the main functions of the tissue, makes organoids an excellent model for studying tissue development and disease^36^. So far, organoids have shown great application potential in regenerative medicine, gene therapy, precision medicine, and so on, opening up new avenues for these studies^37^. However, its clinical application still faces challenges, such as how to assemble organoids with their original niche, including immune cells, blood vessels, nerve systems, etc. Mammary organoids have been well established from dissociated single or re-aggregated primary mammary epithelial cells^38^. In 3D collagen gel, primary mammary epithelial cells can self-assemble into structures similar to mammary gland acini^39^. In addition, the organoids can undergo dynamic shape changes in response to growth factors and ECM cues, similar to ductal elongation and side branching seen in vivo^40^. Some organoids can maintain the expression of hormone receptors and have proved their ability to respond to hormones and drive growth, involution and milk secretion^41–46^. Organoids have provided an excellent in vitro model for studying the crosstalk between mammary epithelial cells and stromal cells in the microenvironment^47^. However, the organoid system for co-culture of mammary epithelial cells and immune cells, and for studying the crosstalk between them have not been established.

In this study, we purposely depleted macrophages in the mouse model and revealed the function of macrophages on the division and cell fate determination of mammary epithelial cells in vivo. We further established a mammary organoid system via co-culture of macrophages and mammary basal cells to facilitate the study of the regulation function of macrophages on MaSCs and mammary development. Organoids generated in this manner recapitulate mammary branching morphogenesis, and even achieve the prolactin stimulated lactation function, indicating that it is a functional external mammary gland. Mechanistically, macrophages regulate mammary development via TNF-α-PI3K-Cdk1/Cyclin B1 axis. Combining the in vivo and ex vivo approaches, we provide evidence that macrophages regulate mammary epithelial cell division and cell fate determination and thus regulate mammary epithelial pattern.

## Results

### Clodronate liposomes lead to macrophage depletion and mammary basal cell proliferation inhibition

To understand the functions of macrophage on mammary development and mammary epithelium cell regulation, clodronate liposomes (CL) were used to specifically remove macrophages of adult mice (8 to 10-week-old). The procedure of CL administration was illustrated in Supplementary Fig. 1a. Immunohistochemistry (IHC) and fluorescence activated cell sorting (FACS) analyses indicated that mammary resident macrophages were significantly decreased (Fig. 1a) as expected, and the depletion efficiency was about 90% (from 3.9 ± 0.8% to 0.4 ± 0.1%, *P* < 0.001) (Fig. 1b). We then investigated the mammary phenotypic changes caused by CL treatment. Whole mount staining analysis did not show any observable morphological changes of mammary epithelial ducts (Fig. 1c, d). However, FACS analysis indicated that the proportion of mammary basal cells (lin^−^CD24^+^CD29^hi^) was significantly decreased in CL treated mice compared with that in control mice (from 16.4 ± 1.5% to 11.7 ± 1.4%, *P* < 0.001), in addition, the proportion of luminal cells (lin^−^CD24^+^CD29^low^) increased to an even greater extent (from 28.9 ± 1.3% to 54.5 ± 3.2%, *P* < 0.001) and the mesenchymal cells were also significantly decreased (from 43.9 ± 0.3% to 27.8 ± 3.6%, *P* < 0.001) (Fig. 1e). Interestingly, Procr labeled multipotent mammary stem cells (MaSCs) were also significantly decreased in CL treated mice compared with that in control mice (from 3.1 ± 0.1% to 1.4 ± 0.1%, *P* < 0.001) (Fig. 1f). To further investigate the changes of mammary gland cell population under CL treatment, we performed single cell RNA sequencing, as illustrated in Supplementary Fig. 1a: CD31^+^ and Ter119^+^ cells were removed by FACS sorting, so that the remaining single cells containing epithelial cells and stroma cells were sequenced by 10× genomics. t-SNE (t-distributed stochastic neighbor embedding) analysis of 10× genomics sequencing data indicated that cells in the mammary tissue were clustered into 13 groups (Fig. 1g), the distribution of the clustered cells from the two samples were shown in Fig. 1h, and the changes of various clusters were displayed in the pie chart (Supplementary Fig. 1b, c). In line with the results of FACS and IHC, the proportion of macrophages decreased significantly (from 5.06% to 0.93%) under CL administration. In addition, there was no significant change in NK and T cells, indicating that CL has a specific macrophage depletion effect. Endothelial cells and fibroblasts, the two major stromal cell populations, were also showed no significant changes. Among mammary epithelium cells, the basal cell population (from 6.61% to 4.81%), especially the Procr-expressing MaSCs subset (from 0.93% to 0.29%) decreased significantly. Interestingly, Sca1^low^ luminal cells almost disappeared (from 15.08% to zero), while Sca1^hi^ luminal cells increased significantly (from 15.31% to 26.60%), indicating that there are much more hormone-responding luminal cells were produced under CL administration. In addition, the luminal progenitor cells increased significantly (from 19.55% to 27.86%), while the alveolar progenitor cells remained unchanged. The division and proliferation abilities of basal and luminal cells were further determined. IHC and FACS analyses indicated that Ki67^+^ basal cells in CL treated mice decreased significantly compared with that in control mice (Supplementary Fig. 1d, e, f). In contrast, Ki67^+^ luminal cells in CL treated mice increased markedly (Supplementary Fig. 1g, h, i). Together, CL administration effectively induces the depletion of mammary resident macrophages, inhibits the division of mammary basal cells, while promotes the division of luminal cells.

**Fig. 1:**
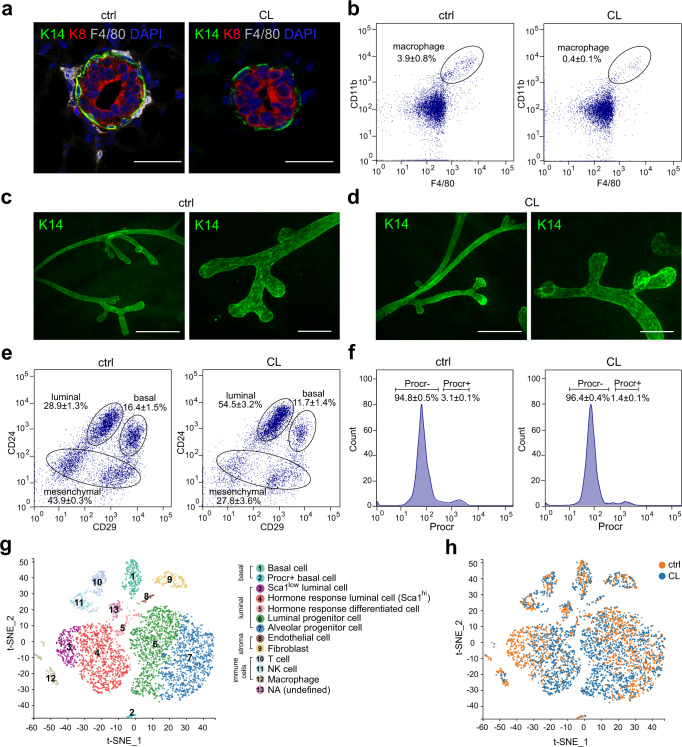
Clodronate liposomes administration induces macrophage depletion and mammary stem cell reduction. **a** Immunostaining of F4/80, K14, and K8 in mouse mammary gland. Ctrl: control mice, CL: CL treated mice, Scale bar: 20 μm. **b** Efficiency of macrophage depletion in the mammary gland measured by FACS analysis, the macrophages were labeled by CD11b^+^F4/80^+^. Data were presented as mean ± SD, and the results are representative of 3 independent experiments. Ctrl: control mice, CL: CL treated mice. **c** Whole-mount K14 staining of the mammary ducts of control mice (8 to 10-week-old), scale bars: 500 μm and 200 μm. **d** Whole-mount K14 staining of the mammary ducts of CL treated mice (8 to 10-week-old), scale bars: 500 μm and 200 μm. **e** FACS analysis for the subpopulations of the mammary epithelial cells labeled by CD24 and CD29. Data are presented as mean ± SD, and the results are representative of 3 independent experiments. **f** Procr labeled mammary stem cells (gated out of lin^−^CD24^+^CD29^hi^ basal cell population) were detected by FACS analysis in the mammary glands of control and CL treated mice. Data are presented as mean ± SD, and the results are representative of 3 independent experiments. **g** t-SNE distribution of all the mammary single cells with clusters, with colors corresponding to unbiased clustering and annotated by cell type. **h** t-SNE distribution of all the mammary single cells with samples, with colors corresponding to different samples, the cells from control mice are in blue, while the cells from CL treated mice are in orange.

### Clodronate liposomes lead to attenuation of mammary stem cell activity

Since CL administration inhibits the division of basal cells in vivo, MaSCs are present in the basal compartment (lin^−^CD24^+^CD29^hi^), we then determined whether CL administration inhibits the activities of MaSC according to the proposed procedure (Fig. 2a). In vitro, serial colony formation analysis indicated that compared with basal cells from control mice, the number of colonies from basal cells of CL treated mice decreased significantly (Fig. 2b). In agreement with the fact that CL promotes the division of luminal cells (lin^−^CD24^+^CD29^low^), the colony number of luminal cells of CL treated mice was significantly increased in serial passages (Fig. 2c). In vivo, the regeneration efficiency of basal cells from CL treated mice was significantly lower than that from control mice (Fig. 2d). To better understand the underlying mechanism of CL regulating MaSC activity, we profiled the transcriptome of basal cells by RNA-sequencing. The volcano plot analysis showed that more than 80% differentially expressed genes (DEGs) were downregulated in CL treated basal cells (Fig. 2e). Gene ontology (GO) analysis showed that genes associated with cell cycle, cell division and developmental process were mainly included in down-regulated genes (Fig. 2f). Interestingly, gene set enrichment analysis (GSEA) revealed that gene signatures of mammary regeneration and Procr labeled MaSC were downregulated in basal cells of CL treated mice (Fig. 2g, h), while gene signature of Bcl11b labeled quiescent MaSCs^9^ were enriched after CL administration (Fig. 2i). In addition, RT-qPCR analysis confirmed that the expression of *Bcl11b* was significantly increased while expression of *Procr* was significantly decreased in basal cells of CL treated mice (Fig. 2j), suggesting that CL administration promote MaSCs from active to the resting state. In line with the result of RT-qPCR analysis, t-SNE plot analysis also showed that 19 of 376 basal cells in the control mice expressed *Bcl11b* (Fig. 2k), and 35 of 388 basal cells in the CL treatment mice expressed *Bcl11b* (Fig. 2l). Together, these results demonstrated that CL administration leads to down-regulation of stemness genes and attenuation of MaSC activities.

**Fig. 2:**
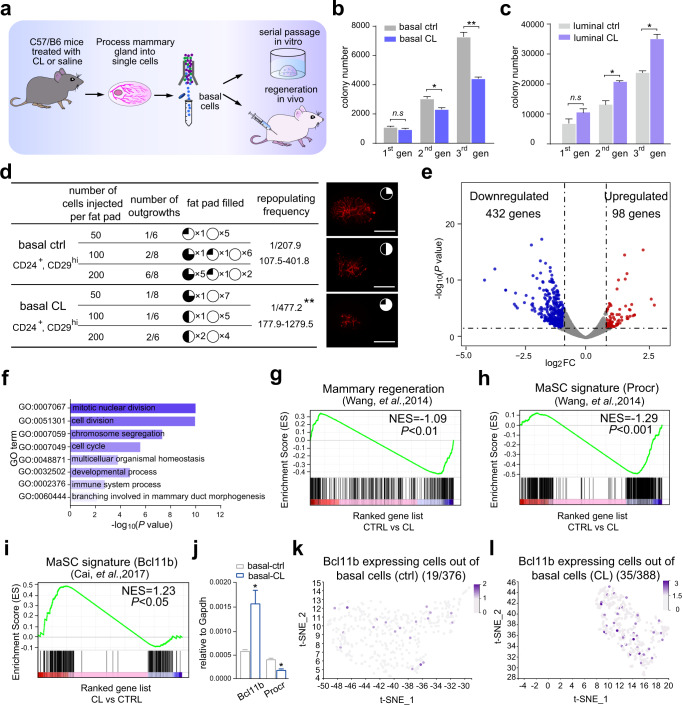
Clodronate liposomes lead to attenuation of mammary stem cell activity. **a** Schematic illustration of the serial passages in 3D culture, and the mammary regeneration assay of basal cells. **b** CL treatment inhibits basal cell proliferation: graph shows numbers of basal cell colonies in each passage. *n* = 3 replications, *P < 0.05, **P < 0.01, *n.s* represents no significance, unpaired *t*-test. **c** CL treatment promotes luminal cell proliferation: graph shows numbers of luminal cell colonies in each passage. *n* = 3 replications, *P < 0.05, *n.s* represents no significance, unpaired *t*-test. **d** Mammary gland reconstitution efficiency of basal cells in transplantation. The mammary outgrowth numbers and sizes (shown as the percentage of fat pad filled) are combined from three independent experiments. **P < 0.01, unpaired *t*-test. Scale bar: 5 mm. **e** Volcano plot of the differentially expressed genes in basal cells from control and CL treated mice. (FC > 1 and adjust *P* value < 0.05). **f** GO (Gene Ontology) analysis of the basal cells for differentially upregulated gene in CL treated mice compared with that of control mice. **g** GSEA shows that compared with the control mice, the enrichment score of the gene signature of mammary regeneration in the basal cells in CL treated mice was lower. **h** GSEA shows that compared with the control mice, the enrichment score of the gene signature of MaSC (Procr labeled) in the basal cells in CL treated mice was lower. **i** GSEA shows that compared with the control mice, the enrichment score of the gene signature of MaSC (Bcl11b labeled) in the basal cells in CL treated mice was higher. **j** qPCR analysis shows that compared with that in the control mice, the expression of *Bcl11b* in basal cells of CL treated mice was increased, *n* = 3 replications, *P < 0.05, unpaired *t*-test. **k** t-SNE plot showing the basal cells of control mice and colored by relative expression (gray = low, purple = high) of *Bcl11b*. **l** t-SNE plot showing the basal cells of CL treated mice and colored by relative expression (gray = low, purple = high) of *Bcl11b*. (Ctrl: control mice, CL: CL treated mice).

### Co-culture with macrophages promotes the formation of functional mammary organoids

Next, we designed an in vitro co-culture system in order to explore the interplay between macrophages and MaSCs: basal cells (lin^−^CD24^+^CD29^hi^) were isolated from the digested single cells of mouse mammary gland by FACS analysis and cultured in matrix-gel as previously reported^38^. Since mammary resident macrophages have been determined as M2-like macrophages^35^, we thus isolated bone marrow-derived macrophages (BMDMs) and induced them into M2 like subtype for co-culture analysis. The induced macrophages were seeded into the trans-well cavity and the matrix-gel with mammary basal cells was inoculated into a 24 well plate. Then the trans-well cavity was put into the well with matrix-gel. Under this condition, the macrophages were co-cultured with the basal cells in matrix-gel for 11–14 days, as illustrated in Supplementary Fig. 2a. Wnt3A can maintain the activity of MaSCs in vitro^48^, which is used here as a positive control. As expected, the colony size was significantly increased in the presence of wnt3A (Fig. 3a, Supplementary Fig. 2b). Interestingly, co-culture with M2 not only increased colony size, but also induced the formation of mammary organoids (Fig. 3b, Supplementary Fig. 2b). Statistical analysis showed that about 5.8–6.4% of the colonies sprouted buds in the presence of M2 (Fig. 3b). Keratin 14 (K14) and keratin 8 (K8) expression were examined by immunohistochemical staining (IHC) analysis, and the results showed that in the control group, K14 was expressed in the outer layer and K8 was expressed in the inner layer of colonies; In the wnt3A group, K14 was expressed in most of cells and K8 was slightly expressed in few cells of colonies; Of note, in the M2 group, K14 is expressed in the outer layer and K8 is expressed in the inner layer of organoids, indicating that these organoids recapitulate the morphology and structure of mammary ducts (Fig. 3c). It is reported that *Gata3* is expressed in luminal cells and is required during early differentiation of luminal cells^49^. RT-qPCR analysis indicated that *Gata3* expression was down-regulated in coculturing with macrophages (Supplementary Fig. 2c), suggesting that the differentiation of luminal progenitor cells was slowed down. To better understand the cell population of the colonies and organoids, we analyzed CD24 and CD29 expression by FACS analysis, and found that 87.0% of luminal cells and 6.6% of basal cells were in colonies of the control group; In wnt3A group, 86.3% of luminal cells and 7.1% of basal cells were in the colonies; In M2 group, luminal cells accounted for 81.2% and basal cells accounted for 11.8% (Supplementary Fig. 2d, e, f).

**Fig. 3:**
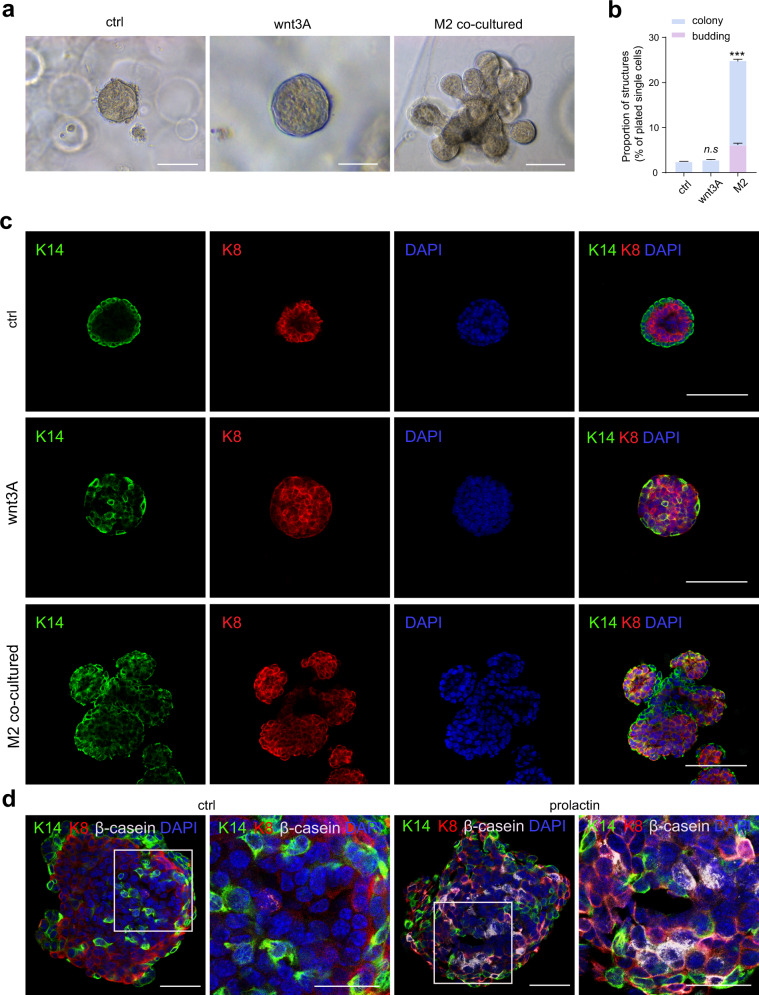
Co-culture with macrophages promotes mammary organoid formation. **a** The representative images of 3D cultured control, wnt3A treated and macrophage co-cultured basal cells. Scale bar: 100 μm. **b** Quantification of colony and budding structures derived from basal cells treated with wnt3A or co-cultured with M2. *n* = 3 replications, ***P < 0.001, two-way ANOVA. **c** Immunohistochemistry analysis indicates the representative images of colonies/organoids of cultured control, wnt3A treated and M2 co-cultured basal cells, labeled for K14 and K8. Scale bars: 50 μm. **d** β-casein staining of organoids derived from M2 co-cultured basal cells, and stimulated with or without prolactin. Scale bars: 50 μm and 20 μm.

The mammary gland is a target organ of endocrine hormones, such as estrogen, progesterone and prolactin, which are essential for mammary development throughout puberty, estrous cycling and pregnancy^50^. Thus, we tested the hormone responsiveness of M2 co-cultured organoids. Sca1 labels ER^+^ luminal cells and a rare pool of bipotent basal cells in the mammary gland^51,52^, compared with control group, Sca1^hi^ luminal cells in M2 co-cultured organoids decreased significantly (from 62.1 ± 1.5% to 45.8 ± 3.1%, *P* < 0.01) (Supplementary Fig. 2g). Next, we used E2 and Pg to stimulate organoid and investigated the expression of downstream genes in Sca1^hi^ cells, as illustrated in Supplementary Fig. 2h, the expression of representative downstream genes such as *Rspo1*, *Wnt4*, *Wnt5a* and *Tnfsf11*^53,54^, in Sca1^hi^ cells of M2 co-cultured organoid were slightly higher than that in the control group (Supplementary Fig. 2i). Together, these results indicated that although the ratio of Sca1^hi^ cells in the organoid co-cultured with M2 decreased to a certain extent, it did not damage the response of Sca1^hi^ cells to E2 and Pg stimulation. We further investigated the effect of E2 and Pg on organoid morphogenesis in M2 co-culture. In the control group, under the treatment of E2 and Pg, the colony expanded significantly, while almost no budding was formed. However, under the treatment of E2 and Pg, the cells of M2 co-culture group not only expanded their colonies significantly, but also had longer branches of budding organoids (Supplementary Fig. 2j, k, l). To observe the response to prolactin, we chose to treat M2 co-cultured organoids with prolactin. Excitingly, after prolactin treatment, M2 co-cultured organoids can express β-casein, one of the main components of mammalian milk. This proves that prolactin can induce the organoid cavity of M2 group to secrete milk, but it cannot induce the colony to secrete milk (Fig. 3d), supporting that the formed organoids have the function of lactation.

Together, these results demonstrated that co-culture with M2 promotes the expansion of mammary basal cells and the generation of functional mammary organoids which retain normal hormone response capability.

### Mammary organoids exhibit robust regeneration capability

Next, we asked whether the mammary organoids formed by co-culture with M2 have the ability to expand in vitro, and to regenerate mammary glands in vivo. In vitro, serial colony formation analysis showed that basal cells cultured in the presence of wnt3A or co-culture with M2 continued to expand and produce increasing numbers of colonies or organoids (Fig. 4a). Serial passage analysis also showed that the organoid morphology could be maintained with passages (Fig. 4b, c). In vivo, colonies and organoids from each passage were transplanted into cleared fat pads to assess the capability of mammary outgrowth formation. Observably, the regeneration ability of the colony in the control group decreases gradually with passages. As expected, the colonies of wnt3A treated group still maintained the regeneration ability along with passages (Fig. 4d), the images on the right panel showing the representative reconstituted mammary glands. Interestingly, organoids produced from co-cultured with M2 also maintained robust regeneration ability which better than or at least equivalent to that of wnt3A treated colonies.

**Fig. 4:**
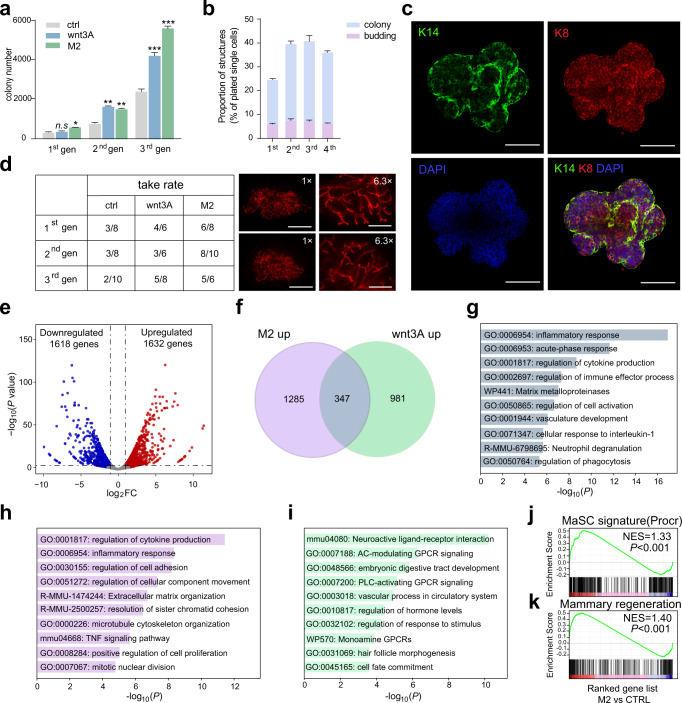
Mammary organoids exhibit robust regeneration capability. **a** Colony number of cultured basal cells in serial passages. Ctrl: control basal cell, wnt3A: Wnt3A treated basal cell, M2: basal cell co-cultured with M2. *n* = 3 replicates, *P < 0.05, **P < 0.01, ***P < 0.001, unpaired *t*-test. **b** The proportion of colonies and organoids formed in basal cells co-cultured with M2 in serial passages. *n* = 3 replicates. **c** The representative organoid images formed after 4 passages, stained for K14 and K8. Scale bar: 100 μm. **d** Organoids show a strong mammary reconstitution rate in transplantation experiments compared with that of colonies and the representative images of the reconstituted mammary glands on the right of the panel. Scale bars: 5 mm, 1 mm. **e** Volcano plot of the differentially expressed genes in organoids produced by co-culture with M2 compared with that of control (FC > 2 and adjust *P* value < 0.05). **f** Venn diagram of up-regulated overlapping genes in DEGs (differentially expressed genes) in M2 co-culture and wnt3A treated basal cells. **g** GO analysis of overlapping genes in up-regulated DEGs in M2 co-cultured and wnt3A treated basal cells. **h** GO analysis of up-regulated DEGs in M2 co-cultured basal cells. **i** GO analysis of up-regulated DEGs in wnt3A treated basal cells. **j** GSEA shows that compared with the control cells, M2 co-cultured cells were enriched with gene signatures of MaSC. **k** GSEA shows that compared with the control cells, M2 co-cultured cells were enriched with gene signatures of mammary regeneration.

To understand the changes of intracellular signals induced by co-culture with M2, we profiled the transcriptome of cultured basal cells using bulk RNA-seq. Volcanic map analysis indicated that there were 1328 significantly elevated genes induced by wnt3A, and 1632 significantly elevated genes induced by co-culturing with M2 (Fig. 4e, f). There were 347 genes up-regulated both in wnt3A treated and M2 co-cultured cells (Fig. 4f), and gene ontology analysis of the 347 genes revealed that they all induced the activation of inflammatory response and cytokine production signals (Fig. 4g). Of note, gene signatures of cell proliferation and division were enriched in organoids of M2 co-cultured cells (Fig. 4h), while was not enriched in colonies of wnt3A treated cells (Fig. 4i). GSEA indicated that gene signatures of MaSC (Procr) and mammary regeneration were enriched in M2 co-cultured cells (Fig. 4j, k). Together, these data suggested that co-culture with macrophages not only promotes the proliferation of mammary basal cells, but also maintains their regeneration capability.

### TNF-α signal activation promotes mammary organoid formation

To understand the regulatory mechanism of macrophages on mammary basal cells, we further profiled the transcriptome of basal cells co-cultured with macrophages by RNA sequencing. KEGG analysis of up-regulated differentially expressed genes in M2 co-cultured organoids showed that the change of TNF-α signal pathway was the most significant among the top 20 enriched signal pathways (Fig. 5a). RT-qPCR analysis validated that the expression of typical downstream genes of TNF-α signal pathway, such as *Tnfrsf1b, Mmp3, Ccl2* and *Ccl7*, were up-regulated in the M2 co-cultured organoids (Fig. 5b). Next, we investigated whether TNF-α can promote the expansion of mammary basal cells and the formation of organoids. Mammary basal cells were cultured in three-dimensional matrix-gel for 7 to 11 days in the presence of TNF-α. We found that compared with the vehicle control, in the presence of TNF-α, the colony size was increased significantly (Fig. 5c), and the colony number was also increased observably in the serial passages (Fig. 5d). Interestingly, we found that with the extension of culture time to the 14^th^ day, mammary organoids were generated in the presence of TNF-α, and the ratio of colonies and organoids was similar with that of co-culture with M2 (Fig. 5e, f). FACS analysis of cultured colonies/organoids showed that the proportion of mammary basal cells was significantly increased (Fig. 5g), as well as the number of Procr^+^ basal cells (MaSCs) were also increased significantly in the presence of TNF-α (Fig. 5h). We also analyzed the effect of TNF-α on transcriptomics using RNA sequencing. 

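Bulk RNA-seq was performed on colonies/organoids grown in 3D culture from mouse mammary basal cells, with or without TNF-α at 10 ng/mL. TNF-α is a cytokine that signals through the receptors encoded by Tnfrsf1a and Tnfrsf1b. There was 1 control library and 1 TNF-α library, so no difference between them has a replicate check. The design text of the dataset gives 10 days of culture for both, and the paper's methods describe cultures of 7 to 14 days. The paper describes organoids with TNF-α once culture was extended to day 14. The authors deposited the number of reads counted on each of 49492 genes, without normalization. The paper's text does not name the aligner, the counting tool or whether counting used the strand. The counts summed to 44462275 in the control library and 53487087 in the TNF-α library. The 10 genes with the most counts took 5.68% of the control counts and 5.58% of the TNF-α counts. The deposited coordinates were those of GRCm38, since 42959 of the 47240 genes whose names also occur in the GENCODE M21 annotation of that build had the same chromosome, start and end there (90.9%). Even counts were in excess among rarely counted genes. In the control library 2172 genes had 2 counts and 618 genes had 1 count, the pattern left when both ends of a read pair are counted. From these counts, library sizes were scaled with edgeR's TMM method, which set the TNF-α library at 1.20 times the control library. The log2 ratio of TNF-α to control was then computed from counts scaled to library size (CPM) with a prior count of 2, for the 20771 genes with at least 10 counts summed over both libraries. A count of 10 corresponds to 0.225 CPM in the control library and 0.187 CPM in the TNF-α library. For single genes, the 95% Clopper-Pearson interval of the share of counts from the TNF-α library was turned into an interval of the ratio. These intervals describe counting error only and leave out the spread between cultures. They take each count as an independent molecule, which PCR reads without molecular identifiers are not. Where both ends of a read pair were counted, they are too narrow even for counting error.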

GSEA revealed that TNF-α treatment is associated with the enrichment of the gene signature of mammary regeneration (Fig. 5i). 

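GSEA places the genes of a signature along a ranking of all genes and asks whether they gather at one end. In the ranking by log2 ratio of TNF-α to control, the median of the 20771 genes was 0.0038, and the 5th and 95th percentiles were -1.20 and 1.42. The share of genes above a log2 ratio of 0 was 50.6%, with a 95% Wilson interval from 49.9% to 51.3%. That interval treats genes as independent draws, which they are not, and upper quartile scaling gave a share of 49.5%, outside it. TMM scaling places the bulk of genes near 0, so neither the median nor the share measures an effect of TNF-α. A correction for GC content and gene length, chosen after seeing the data, moved this share most, to 53.3%. Of the 13609 genes with at least 200 counts summed over both libraries, 546 lay more than 2-fold higher with TNF-α and 390 more than 2-fold lower. The genes of the mammary regeneration signature were not used here, so their enrichment score was not recomputed. From the position of that signature in the ranking of TNF-α treated against control cells, the paper states that the treatment is associated with its enrichment.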

Next, the results of transplantation assay further proved that the regeneration ability of the colony in the control group decreases gradually with the passage, whereas organoids formed in the presence of TNF-α maintains their regeneration capability (Fig. 5j, k). Together, these data demonstrated that TNF-α signaling activation promotes mammary organoid formation.

**Fig. 5:**
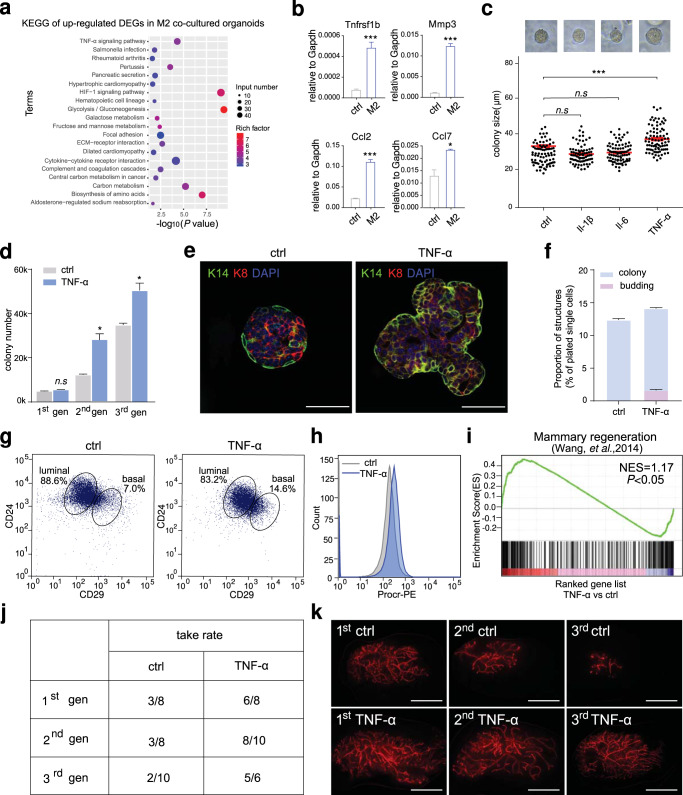
Macrophages promote organoid formation through TNF-α signaling. **a** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the upregulated DEGs (differentially expressed genes) in M2 co-cultured cells compared with that of control cells. **b** qPCR analysis of *Tnfrsf1b, Mmp3, Ccl2, Ccl7* mRNA expression in TNF-α treated basal cells compared with that of control basal cells, *n* = 3 replicates, *P < 0.05, ***P < 0.001, unpaired *t*-test. **c** Statistics of colony size of Il-1β, Il-6 and TNF-α treated basal cells. *n* = 3 replicates, ***P < 0.001, unpaired *t*-test. **d** Changes in the number of colonies formed by cultured basal cells in the presence of TNF-α during serial passages. *n* = 3 replicates, *P < 0.05, *n.s* represents no significance, unpaired *t*-test. **e** Representative images of organoids produced by TNF-α induced basal cells. Staining with K14 and K8 antibodies. Scale bar: 50 μm. **f** Quantification of colonies and organoids formed by basal cell culture in the presence of TNF-α. *n* = 3 replicates. **g** Representative FACS analysis plots show cell populations of colonies and organoids formed by basal cell culture. The results are representative of 3 independent experiments. **h** FACS histograms shows Procr expression in organoids formed by TNF-α induced basal cells. The results are representative of 3 independent experiments. **i** GSEA shows that compared with the control cells, TNF-α treated cells were enriched with gene signature of mammary regeneration. **j** Reconstitution rate of organoids formed by TNF-α induced basal cells in serial passages. **k** Representative images of the mammary outgrowths from serial transplantation with TNF-α induced basal cells and compared with ctrl. Scale bar: 4 mm.

### TNF-α inhibition impedes the expansion of mammary basal cells

Next, we investigated the effect of inhibiting the TNF-α signaling on mammary epithelial cells. Infliximab, a chimeric antibody that specifically binds to TNF-α and prevents its interaction with TNF-α receptors^55^, is used to inhibit TNF-α signaling in vivo and in vitro. In vivo, infliximab was administrated intraperitoneally for 2 days, as illustrated in Fig. 6a. Whole-mount staining analysis did not show any significant morphological change in the mammary epithelial ducts (Fig. 6b), while IHC analysis indicated that mammary basal cells decreased significantly under infliximab administration (Fig. 6c, d). Additionally, FACS analysis indicated that the proportions of mammary basal cells (from 12.1 ± 0.8% to 6.5 ± 0.3%, *P* < 0.001) and Procr-labeled MaSCs (from 2.8 ± 0.2% to 1.5 ± 0.1%, *P* < 0.001) were all reduced significantly, meanwhile, the proportion of mammary luminal cells increased (from 27.4 ± 1.1% to 46.5 ± 2.6%, *P* < 0.001) (Fig. 6e, f). In vitro, serial colony formation analysis indicated that the number of colonies decreased significantly in the presence of infliximab compared with that of control (Fig. 6g). We further determined whether the regulatory effect of M2 on mammary basal cells was mainly achieved through TNF-α signaling. The results showed that infliximab significantly attenuated the promotion of M2 on colony and organoid formation, as illustrated by colony size change and organoid formation (Fig. 6h, i). Together, these results demonstrated that M2 regulates MaSC activity through TNF-α signaling.

**Fig. 6:**
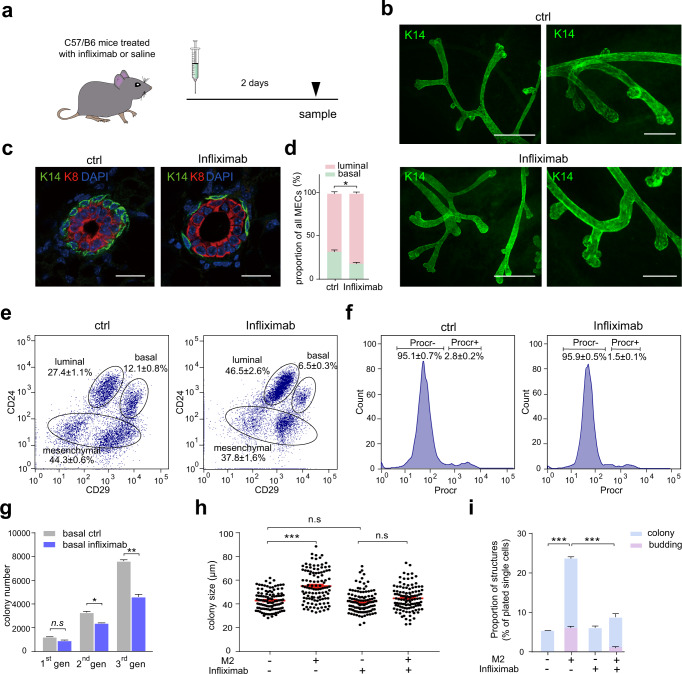
TNF-α inhibition inhibits the expansion of mammary basal cells. **a** Illustration of intraperitoneal injection of infliximab/saline in C57/B6 mice (8 to 10-week-old). **b** Whole-mount K14 staining of mammary ducts in control mice and infliximab treated mice. Scale bars: 500 μm and 200 μm. **c** Immunostaining of K14 and K8 in mammary gland (ctrl: control mice, Infliximab: infliximab treated mice). Scale bar: 20 μm. **d** Statistical analysis of the proportions of basal and luminal cells in mammary epithelial cells (MECs) in (**c**). *n* = 3 mice, *P < 0.05, unpaired *t*-test. **e** Representative FACS plots of mouse mammary epithelium cell populations (ctrl: control mice, Infliximab: infliximab treated mice). Data are presented as mean ± SD, the results are representative of 3 independent experiments, *P < 0.05, unpaired *t*-test. **f** Representative FACS plots of Procr labeled mammary stem cells (ctrl control mice, Infliximab infliximab treated mice). Data are presented as mean ± SD, the results are representative of 3 independent experiments, ***P < 0.001, unpaired *t*-test. **g** Changes in the number of colonies formed by cultured basal cells in serial passages (ctrl from control mice, Infliximab from infliximab treated mice). *P < 0.05, **P < 0.01, *n.s* represents no significance, unpaired *t*-test. **h** Colony size statistics of basal cells co-cultured with M2 and/or treated with infliximab. *n* = 3 replicates, ***P < 0.001, unpaired *t*-test. **i** Quantification of colonies and organoids formed by basal cell co-culture with BMDMs and/or treated with Infliximab. *n* = 3 replicates, ***P < 0.001, two-way AVONA.

### PI3K signaling mediates the function of TNF-α on regulating MaSC activity and participates in mammary cell population shift

To identify the downstream regulators for the TNF-α signaling in regulating mammary stem cells, we profiled the transcriptome of three group cells by RNA-sequencing. First, we isolated mammary basal cells from wild type and CL treated mice, and looked for down regulated genes. Second, we collected colonies/organoids formed from control and M2 co-cultured basal cells, and looked for the up regulated genes. 

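Between the TNF-α and control libraries, 1431 of the 20771 genes compared were more than 2-fold higher with TNF-α and 1148 were more than 2-fold lower, each with an adjusted p under 0.05 in an exact two-sided binomial test on the reads with Benjamini-Hochberg adjustment. This test compares the 2 libraries, not the conditions. The fold and adjusted p thresholds are those given in the legend of Fig. 4e for the M2 co-culture, as the paper's text names none for TNF-α. For 292 of the higher genes the control library had 3 counts or fewer, and for 176 of the lower genes the TNF-α library had 3 counts or fewer, and the size of their change is not given here. In proportion, the count of genes moved most when edgeR's exact test was run with an assumed coefficient of variation of 0.4 between cultures. It called 91 genes higher, which were among the 1431, and 54 lower. At that setting the test recovered 0 of 200 simulated genes changed 4-fold, so it reaches larger changes only. The 5 largest increases among the called genes with at least 200 counts were in Lbp, Saa3, Mmp3, Galnt14 and Ubd. Lbp, which encodes a lipopolysaccharide binding protein, lies on chromosome 2 of GRCm38 from 158306493 to 158332852. It had 1000 counts with TNF-α and 6 in the control, a log2 ratio of 6.74 (95% interval 5.99 to 8.57). The acute phase gene Saa3 on chromosome 7 (46711998 to 46715700) had 914 counts with TNF-α and 6 in the control, and its log2 ratio of 6.61 is uncertain where reads are shared with other genes of its family. The matrix metalloproteinase gene Mmp3 on chromosome 9 (7445822 to 7455975) rose from 46 counts to 5397, a log2 ratio of 6.56 (95% interval 6.20 to 7.07). Galnt14 and Ubd had log2 ratios of 6.22 and 5.93. The 5 largest decreases were in Gm11940, Fxyd2, Gpx3, Krt10 and Cxcl13. Fxyd2 on chromosome 9 (45399669 to 45410278) had 241 counts with TNF-α and 6274 in the control, a log2 ratio of -4.95 (95% interval -5.15 to -4.78). The glutathione peroxidase gene Gpx3 on chromosome 11 (54902453 to 54910377) had 1519 and 39022 counts, a log2 ratio of -4.94 (95% interval -5.02 to -4.87). The log2 ratio of Krt10, a keratin gene on chromosome 11 (99385254 to 99389364), was -4.62, and that of Cxcl13 was -4.38. Gm11940 had a log2 ratio of -5.01, but it overlaps an exon of Krt10 on the opposite strand, so the counts of both are uncertain.

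**Figure D1:**
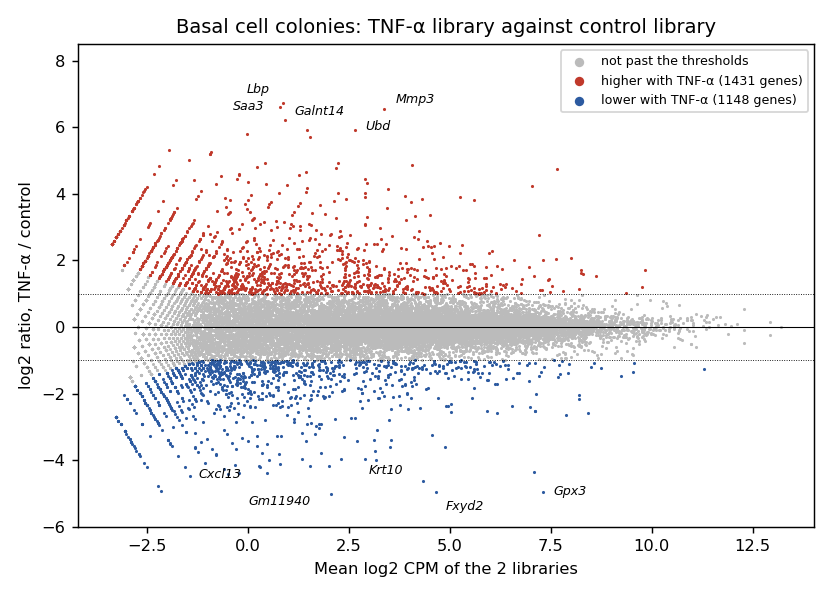
Log2 ratio of TNF-α to control against the mean log2 CPM of the 2 libraries, with 1 point per gene. Dotted lines mark a 2-fold change, red points the 1431 genes called higher and blue points the 1148 called lower, and the named genes are those with the largest ratios among called genes with at least 200 counts.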

Third, we collected colonies/organoids formed from control and TNF-α treated basal cells, and looked for up regulated genes. 

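For cell proliferation, a list of 43 S phase genes had a median log2 ratio of 0.55 between the TNF-α and control libraries, and 41 of the 43 genes were higher with TNF-α. A list of 54 G2/M genes had a median of 0.81, and 53 of them were higher. None of 10000 random lists of the same size, matched on mean expression, had a median as high as either list, which describes these libraries and is not a test between conditions. The S phase genes ranged from -0.24 for Mrpl36 to 1.05 for Exo1. The lowest of the G2/M genes was Rangap1 at -0.08, and the highest was Cdk1. Most members lay under the 2-fold threshold, with 2 of the 43 S phase genes and 8 of the 54 G2/M genes called higher. Across 10 alternatives of scaling, filter, prior count, depth and GC correction, the S phase median stayed between 0.54 and 0.60 and the G2/M median between 0.80 and 0.82. For PI3K signaling, the 9 genes of class I PI3K subunits had a median log2 ratio of -0.15, at percentile 15.6 of the random lists, and it was -0.06 with genes of at least 1 CPM only. Pik3ca, which encodes the catalytic subunit p110α and lies on chromosome 3 of GRCm38 from 32397671 to 32468486, had 2451 counts with TNF-α and 1992 in the control, a log2 ratio of 0.04 (95% interval -0.05 to 0.13). Pik3r1, which encodes the regulatory subunit p85α and lies on chromosome 13 from 101680563 to 101768217, had a log2 ratio of -0.28 (95% interval -0.31 to -0.26). Of the 9 genes, Pik3r5 alone was called higher, with 57 counts against 4, and the lowest was Pik3r6 at -0.79 with 6 counts against 10. The AKT and ERK genes ranged from -0.22 for Mapk3 to 0.06 for Akt1, and 0 of these 5 genes were called. A list of 36 upstream regulators of PI3K, from receptors and ligands to phosphatases, had a median of -0.15, at percentile 1.53 of the random lists. With genes of at least 1 CPM only, its percentile was 9.3. Its lowest and highest members were Areg and Fgf7, at -2.37 and 1.10. These values are transcript amounts and say nothing of phosphorylation. GO annotation was not used here. For 34 target genes of NF-κB, the transcription factor downstream of TNF-α receptors, the median was 1.58, and 33 were higher with TNF-α.

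**Figure D2:**
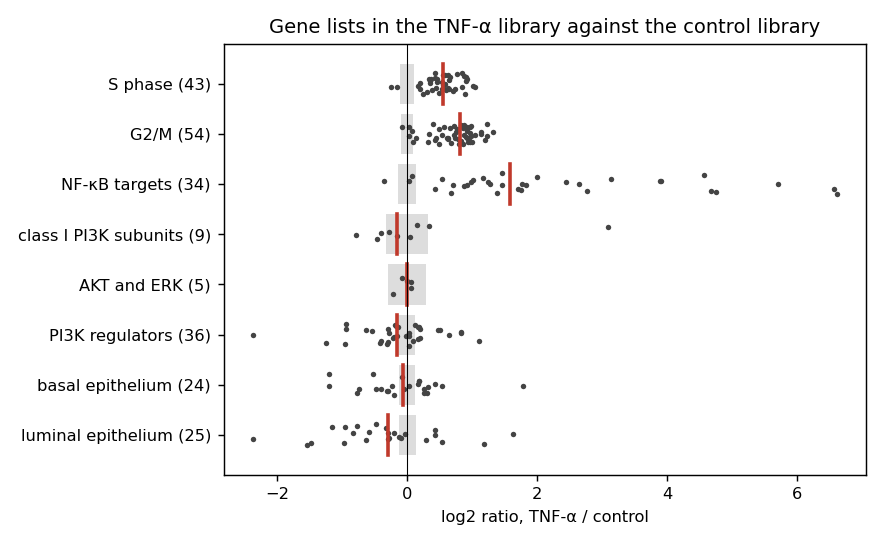
Log2 ratio of TNF-α to control for the genes of 8 lists, with 1 point per gene and the number of genes in parentheses. Red bars mark list medians and grey boxes the middle 95% of the medians of 10000 random lists, and the S phase, G2/M and NF-κB medians of 0.55, 0.81 and 1.58 lie to the right of their boxes.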

Then we performed separate GO analysis of these three groups, as is shown in Fig. 7a, GO analysis of both separate data and comprehensive data of three sequencing groups indicated that biological processes related to cell proliferation/division and PI3K signaling were enriched. Accordingly, we administrated LY294002 (pan PI3K inhibitor) in basal cell colony formation assay, and the results showed that the colony size decreased in a LY294002 dose dependent manner (Fig. 7b), and LY294002 could attenuate the promotion function of TNF-α treatment and M2 co-culture (Fig. 7c, d).

**Fig. 7:**
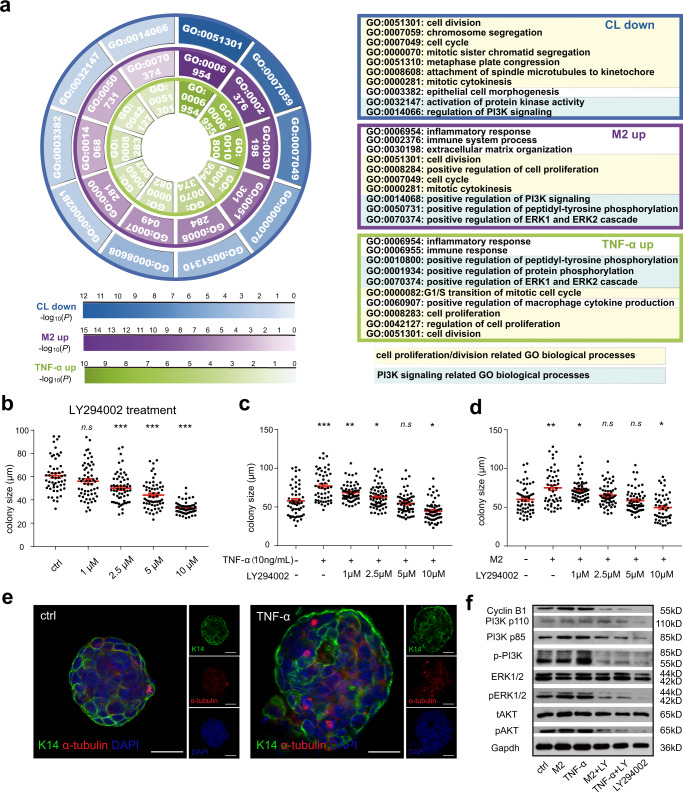
PI3K signaling mediates the function of TNF-α on regulating MaSC activity. **a** GO analysis of upregulated DEGs in organoids formed by M2 co-culture, upregulated DEGs in organoids induced by TNF-α, and downregulated DEGs in mammary basal cells from clodronate liposomes treated mice. The left part shows the representative GO terms in each group, the right part shows the definition of each GO terms. **b** Colony size statistics of basal cells treated with LY294002 at gradient concentration. *n* = 3 replicates, ***P < 0.001, *n.s* represents no significance, unpaired *t*-test. **c** Colony size statistics of basal cells treated with LY294002 at gradient concentration and TNF-α (10 ng/mL) was added for compensation. *n* = 3 replications, *P < 0.05, **P < 0.01, ***P < 0.001, *n.s* represents no significance, unpaired *t*-test. **d** Colony size statistics of basal cells treated with LY294002 at gradient concentration and M2 macrophages were co-cultured for compensation. *n* = 3 replications, *P < 0.05, **P < 0.01, *n.s* represents no significance, unpaired *t*-test. **e** Representative images of the mitosis cells in TNF-α induced basal cells compared with control. Scale bar: 20 μm. **f** Immunoblot analysis for the expression of Cyclin B1, PI3K p110, PI3K p85, p-PI3K, ERK1/2, pERK1/2, tAKT, pAKT in organoids which treated with TNF-α, co-cultured with M2, treated with TNF-α or co-cultured with M2 then followed by LY294002 treatment and treated with LY294002 separately. The results are representative of 3 independent experiments.

Then by comparative analysis, we identified 44 genes that are low expressed in CL treated mice in vivo, and can be upregulated by TNF-α stimulation and co-culturing with M2 (Supplementary Fig. 3a). 

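Cdk1, Ccnb1, Cenpe, Ndc80, Sgo1 and Sgo2a, which act in mitosis, were each higher in the TNF-α library than in the control library, and Cdk1 and Ccnb1 were the ones called more than 2-fold higher. Cdk1, the cyclin-dependent kinase that drives entry into mitosis, lies on chromosome 10 of GRCm38 from 69336635 to 69352938. It had 2497 counts with TNF-α and 837 in the control, a log2 ratio of 1.32 (95% interval 1.20 to 1.43). Ccnb1, which encodes its partner Cyclin B1, lies on chromosome 13 from 100778650 to 100786570. It had 1675 and 612 counts, a log2 ratio of 1.19 (95% interval 1.06 to 1.33). The kinetochore genes Cenpe (chromosome 3, 135212537 to 135273611) and Ndc80 (chromosome 17, 71496100 to 71526857) had log2 ratios of 0.92 (95% interval 0.87 to 0.97) and 0.97 (95% interval 0.86 to 1.09). Sgo1 and Sgo2a, which protect the cohesion of sister chromatids, are listed under their older names Sgol1 and Sgol2a. Sgol1 (chromosome 17, 53674786 to 53689333) rose from 386 counts to 872, a log2 ratio of 0.91 (95% interval 0.74 to 1.09). Sgol2a (chromosome 1, 57995971 to 58025899) rose from 650 counts to 1480, a log2 ratio of 0.93 (95% interval 0.79 to 1.06), and it overlaps an exon of Kctd18 on the opposite strand. With a fold threshold of 1.5 in place of 2, all 6 genes were called higher. With edgeR's exact test at an assumed coefficient of variation of 0.2, Cdk1 was called and Ccnb1 was not. At 0.4 neither was called, but there the test recovered 0 of 200 simulated genes changed 4-fold. That setting therefore cannot decide on changes of this size.

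**Figure D3:**
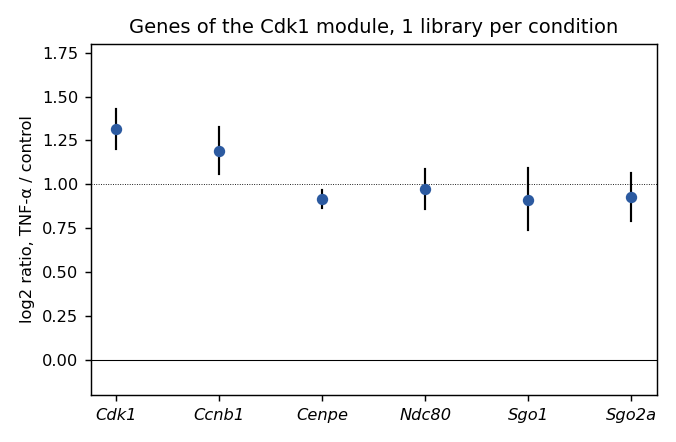
Log2 ratio of TNF-α to control for the 6 genes, from 1 library per condition. Bars are 95% Clopper-Pearson intervals for counting error and the dotted line marks a 2-fold change, and the bars of Cdk1 and Ccnb1 lie above that line. The bars take each count as independent and are too narrow where both ends of a read pair were counted.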

MCODE analysis suggested that Cdk1-Ccnb1 could be the key regulator of MaSC activity among the 44 genes (Supplementary Fig. 3b), which agrees with the previous reports that Cdk1-Ccnb1 plays an essential role in regulating the self-renewal of embryonic stem cells and the division of germline stem cells^56,57^. RT-qPCR were performed to validate the upregulation effect of TNF-α on the expression of Cdk1 and Ccnb1 (Supplementary Fig. 3c). Ro 3306 is a specific and selective inhibitor targeting Cdk1^58^. To examine the function of Cdk1-Cyclin B1 on MaSC activity, we cultured basal cells in the presence of Ro 3306. The results showed that the colony size is decreased in a Ro 3306 dose dependent manner (Supplementary Fig. 3d), and Ro 3306 attenuates the promotion function of TNF-α and M2 on basal colony formation (Supplementary Fig. 3e, f). Since CDK1-Cyclin B1 is a key player in cell cycle and particularly triggers mitosis^59^, we then investigated whether TNF-α could promote basal cells entering into mitosis phase. As shown the typical spindle morphology presented in Supplementary Fig. 3g, and the spindles labeled with α-tubulin in Fig. 7e, TNF-α drives more cells into mitosis compared with control (Supplementary Fig. 3h). Western blot analysis indicated that M2 co-culture and TNF-α treatment could activate PI3K signal through AKT and ERK cascades, and up-regulate Cyclin B1 expression. However, once LY294002 was administered, the phosphorylation of AKT and ERK and the expression of Cyclin B1 were all inhibited (Fig. 7e).

Next, we investigated whether PI3K signaling participated in cell population shift after CL and infliximab treatment. As illustrating in Supplementary Fig. 3i, we divided the C57/B6 mice (8 to 10-week-old, female) into three groups, three mice per each group, and treated with saline, CL and infliximab, then 1,3-Dicaffeoylquinic acid (1,3-diCQA, PI3K activator, 10 mM, 20 μL per fat pad) was injected into one of the 4^th^ mammary fat pad, and taking the other 4^th^ mammary gland as control, After 2 days of treatment, FACS analysis was performed to analyze the changes of luminal cell population. Compared with control group, 1,3-diCQA treatment leads to the significantly decrease of luminal cells (from 37.1 ± 2.4% to 30.5 ± 1.5%, *P* < 0.05) and Sca1^hi^ luminal cells (from 47.3 ± 1.1% to 34.4 ± 1.2%, *P* < 0.001), and the significantly increase of Procr^+^ basal cells (from 3.2 ± 0.2% to 5.8 ± 0.4%, *P* < 0.001), while no change of total basal cells (from 20.3 ± 0.6% to 20.9 ± 0.4%, *P* > 0.05). These results indicated that PI3K activation can inhibit the proliferation of ER^+^ luminal cells, but promote the proliferation of Procr^+^ MaSC (Supplementary Fig. 3j, k). Compared with control group, CL and infliximab treatment resulted in significant population changes in mammary epithelial cells. Macrophage depletion induced by CL treatment significantly increased the total luminal and Sca1^hi^ luminal cell populations (from 37.1 ± 2.4% to 51.6 ± 1.3%, *P* < 0.001 and from 47.3 ± 1.1% to 59.5 ± 0.3%, *P* < 0.001, respectively), and significantly reduced the basal and Procr^+^ MaSCs populations (from 20.3 ± 0.6% to 14.9 ± 0.3%, *P* < 0.05 and from 3.2 ± 0.2% to 0.9 ± 0.2%, *P* < 0.001, respectively) (Supplementary Fig. 3l). Similar to CL treatment, infliximab treatment also resulted in a significant increase in the total luminal and Sca1^hi^ luminal cell populations (from 37.1 ± 2.4% to 50.2 ± 1.1%, *P* < 0.01 and from 47.3 ± 1.1% to 65.7 ± 0.6%, *P* < 0.001, respectively), and significantly reduced the basal and Procr^+^ MaSCs populations (from 20.3 ± 0.6% to 13.3 ± 0.2%, *P* < 0.001 and from 3.2 ± 0.2% to 0.7 ± 0.1%, *P* < 0.01, respectively) (Supplementary Fig. 3m).

Next, we investigated whether PI3K activation could rescue the cell population shift induced by CL and infliximab. We found that compared with the CL treatment group, 1,3-diCQA treatment reduced luminal cells (from 51.6 ± 1.3% to 33.4 ± 0.6%, *P* < 0.001) and Sca1^hi^ luminal cells (from 59.5 ± 0.3% to 48.2 ± 1.9%, *P* < 0.001) to the level before CL treatment, and significantly increased basal cells (from 14.9 ± 0.3% to 16.6 ± 1.3%, *P* < 0.05) and Procr^+^ MaSCs (from 0.9 ± 0.2% to 2.8 ± 0.3%, *P* < 0.001) (Supplementary Fig. 3n), although they did not reach the level before CL treatment. Compared with infliximab treatment group, 1,3-diCQA treatment also reduced luminal cells (from 50.2 ± 1.1% to 32.3 ± 0.7%, *P* < 0.001) and Sca1^hi^ luminal cells (from 65.7 ± 0.6% to 49.6 ± 1.1%, *P* < 0.001) to the level before infliximab treatment, and significantly increased basal cells (from 13.3 ± 0.2% to 15.2 ± 0.4%, *P* < 0.01) and Procr^+^ MaSCs (from 0.7 ± 0.1% to 3.0 ± 0.2%, *P* < 0.001) (Supplementary Fig. 3o). Together, these results indicated that PI3K activation can rescue the mammary epithelial cell population shift induced by CL and infliximab treatment.

Taken together, these results suggested that TNF-α modulates MaSC activity and mammary epithelial cell differentiation via PI3K signaling and regulates cell division through Cdk1/Cyclin B1 axis.

## Discussion

In this study, we demonstrated the function and molecular mechanism of macrophages in promoting the proliferation of mammary basal cells and maintaining the activity of MaSCs, and established a method to obtain functional mammary organoids by co-culture with macrophages, providing a model for studying the crosstalk between mammary epithelial cells and immune cells.

Macrophages are immune cells of interest in the mammary stem cell niche. Previous studies have shown that macrophages produce Wnt ligands after Notch signaling is activated by Dll1 from MaSCs, which in return induces the MaSC activity, so they proved that macrophages are one of the important cellular components of the MaSC niche^16^. Moreover, macrophages contribute to proper ductal elongation in a manner that required STAT5 to regulate aromatase expression and estrogen production^60^. In the current study, we revealed that macrophages can maintain the activity of MaSCs and mammary homeostasis by secreting TNF-α and activating intracellular PI3K pathway in mammary cells. Therefore, we provide an intracellular signal pathway that mediates the crosstalk between macrophages and mammary cells.

TNF-α is a multifunctional cytokine, originally defined by its function of causing tumor hemorrhagic necrosis^61^, and plays a pivotal role in inflammation and autoimmune diseases^62^. TNF-α can regulate cell growth and differentiation of almost all cell types by acting alone or in concert with other cytokines, hormones or growth factors^63–65^. Previous studies have shown that TNF-α has pleiotropic functions on cellular homeostasis and stem cell activities. For example, TNF-α promotes the survival and regenerative activity of hematopoietic stem cells (HSCs) by activating a strong and specific NF-kB dependent gene program^66^. During hair follicle injury, macrophages in the wound can activate hair follicle stem cells through TNF-AKT/β-catenin signaling and promote hair follicle circulation and regeneration^67^. Interestingly, under systemic inflammation, TNF-α acts through TNFR2 and restores quiescence through TNFR1, thereby promoting the transient activation of primed neural stem cells in a cell cycle dependent manner. Therefore, TNF-α plays a dual role in driving neural stem cells into or out of quiescence by interacting with distinct receptors^68^. TNF-α also participates in regulating of several processes of mammary gland development, such as promoting mammary branch morphogenesis and alveolar differentiation and the proliferation of mammary epithelial cells^69,70^. TNF-α could promote breast cancer stem cell (BCSC) self-renewal capacity in human breast cancer cell lines through upregulating TAZ and activating non-canonical NF-κB pathway^71^. However, there are few studies on the regulation of mammary stem cells by TNF-α, and the cellular source of TNF-α in mammary gland is unclear. Our study confirms that TNF-α regulates the activity of MaSCs by activating intracellular PI3K signaling, and that mammary resident macrophages are critical source of TNF-α.

PI3K mediates the signal transduction of growth factor receptor. It can interact with RAS/RAF/MEK/MAPK pathway, and can also activate the expression of downstream AKT and mTOR genes, which makes it play a critical role in cell proliferation, metabolism, survival and cell fate determination^72^. It is reported that the activation of PI3K pathway is associated with the decreased expression and activity of estrogen receptor α (ER) in luminal B breast cancer, as well as the poor prognosis^73^. In addition, IGF1R signal maintains the self-renewal and proliferation of MaSC through PI3K/AKT/ERK pathway, suggesting the significance of PI3K signal in maintaining MaSC activity^74^. Here, we demonstrated that TNF-α induced PI3K participates in the regulation of MaSC activity, and the differentiation of ER^+^ luminal cells, providing a novel mechanism of interaction between PI3K and ER from the perspective of mammary stem cells.

Adult stem cells possess the ability to replace damaged and lost tissue cells through cell division, thus maintaining tissue homeostasis^75^. CDK1 and Cyclin B1 are important proteins involved in eukaryotic cell cycle regulation^76^. It has been reported that CDK1 is required for self-renewal of embryonic stem cells, and CDK1/Cyclin B1 complex promotes somatic reprogramming efficiency^56^. It is also been reported that CDK1/Cyclin B1 promotes cardiomyocyte proliferation and cardiac regeneration after injury^77^, as well as germline stem cell division^57^. Cdk1 expression was downregulated in aging MaSCs, and the cells exhibits attenuated proliferation and lower division frequency^78^. In addition, inhibition of Cdk1 in mammary organoids leads to decreased cell proliferation and attenuated multipotency of mammary stem cells, indicating that Cdk1 is involved in regulating the activity of MaSCs^79^. Here, we demonstrated that the Cdk1/Cyclin B1 complex in mammary epithelial cells regulates MaSCs activity, and revealed that the activation of the complex signal is dependent on TNF-α secreted by macrophages in the niche.

Mammary organoid model has emerged as a powerful tool for studying mammary development in the normal life cycle. Branch morphogenesis is a fundamental process in the mammary development^80^, while the physiological mechanism of its formation is not clear. With the help of 3D mammary organoid model, it was found that FGF2, FGF7, TGFα, FGF10 and neuregulin can promote mouse mammary branching^42,81–83^. Moreover, mammary organoid is also important tools for studying the lactation function of mammary gland in vitro. It is reported that the mammary epithelial cell line KIM2 cultured in the synthetic fat pad can form a ductal system and produce milk^84^. Interestingly, mammary organoids have been shown to undergo pregnancy-associated alveolar formation and milk production upon appropriate hormonal treatment and suffer a similar involution-like process with lactation stimulation withdraw^46^. Besides, 3D organoid models also support the study of the complex microenvironment of the mammary gland. For example, the co-culture of mammary organoids and fibroblasts helps to understand the mechanism by which fibroblasts regulate mammary branch morphogenesis through FGF-FGFR signaling^83,85,86^. In the latest study, an organoid co-culture system of endothelial cells (ECs), fibroblasts and mammary epithelial cells was established. Using this system, it was found that EC mediated Wnt signaling activation in fibroblasts is responsible for mammary epithelial patterning^4^. Here, we obtained branched functional mammary organoids by co-culturing mammary epithelial cell with macrophages, paving a new avenue for studying the crosstalk between mammary epithelial cells and immune cells.

In conclusion, our study revealed that the mammary resident macrophages play a crucial role in maintaining the division and activity of MaSCs through the TNF-α-PI3K-Cdk1/Cyclin B1 axis. Our findings provide new insights into the biological significance of macrophages in regulating stem cell activity and tissue development.

Although we have revealed a new mechanism by which macrophages regulate stem cell behavior, there is still room for improvement in our study. First, lack of genetic mouse model with TNF-α deficient macrophages, which can further firmly support our conclusion. Second, we did not further explore other factors secreted by macrophages that may participate in the regulation of mammary stem cells and their downstream signals. Third, although we have proved that PI3K signaling participated in Sca1^hi^ luminal and Procr^+^ basal cell population shift, while the current results are not enough to interpret the mechanism, more studies, such as lineage tracing and genetic operation are needed for further exploration.

## Methods

### Experiment animals

8 to 10-week-old adult wild-type female mice were used for CL (Clodronate liposomes) and infliximab administration. 3 to 4-week-old female Balb/c nude mice were used for mammary gland reconstitution assay. The mice were anesthetized in 1% Avertin in PBS (100 μL per 10 g body weight, intraperitoneal injection) before transplantation, and euthanized with 60% carbon dioxide before sampling. All animal experiments were performed according to the protocols were approved by the Animal Care and Use Committee of Medical Research Institute, Wuhan university.

### In vivo macrophage depletion

The clodronate liposomes (CL) are specifically macrophage depletion reagents and non-toxic until ingested by macrophages, once ingested, they are then broken down by liposomal phospholipases to release the drug that subsequently induces cell death in macrophages by apoptosis. For macrophage depletion in adult mice (body weight 18–20 g), we administrated Clophosome^®^ 180 μL-200 μL per mouse (F70101C-N-10, FormuMax) intraperitoneal every two days, 3 times before the mammary glands were harvested, the depletion efficiency was detected by FACS analysis.

### Immunohistochemistry

Frozen sections were hydrated with PBST: 0.1% Triton X-100 (T9284, Sigma-Aldrich) in PBS, for 5 min at first. Next, the frozen sections were blocked in blocking buffer: 10% goat serum (16210064, Thermo Fisher) + 0.1% Triton X-100 in PBS, for 2 h at room temperature. After blocking, the sections were incubated with primary antibodies at 4 °C overnight, then washed with PBST for 3 times, 5 min per time. After washing, the secondary antibodies were incubated for 1 h at room temperature, avoiding light. After secondary antibody incubation, the sections were washed with PBST 3 times, 5 min per time, finally, the sections were coated with prolong gold antifade reagent with DAPI (P36931, Invitrogen™) and covered with the cover glasses. For staining of cultured colonies/organoids, the Matrigel were de-polymerized using dispase (354235, BD Bioscience) for 15 min at 37 °C, and gently pipette up from the bottom of the well and then fixed and stained in 0.2 mL micro-centrifuge tubes. The colonies/organoids were then blocked and incubated with antibodies which refers to the frozen section staining protocol. Stained colonies/organoids were transferred to the slide, and coated with prolong gold antifade reagent with DAPI. Images were captured by laser confocal scanning microscope (ZEISS LSM880 with Airyscan).

### Mammary whole-mount staining

For whole-mount staining, the mammary glands were cut into small pieces and slightly digested (100 rpm) for 1 h in tissue digest buffer: RPMI 1640 (SH30027.01, Hyclone) + 5%FBS (P30-3302, PAN) + 1%P/S (15140-122, Thermo Fisher) + 25 mM Hepes (H4034, Sigma Aldrich) + 300 U/mL type III collagenase (LS004183, Worthington). Then, tissues were fixed in cold 4% PFA for 1 h, washed 3 times with PBST, 15 min per time, and incubated with MABT blocking buffer (with 10% FBS). 1st and 2nd antibodies were diluted in MABT blocking buffer and tissues were incubated with the antibodies for 24 h at 4 °C, after antibody incubation, washed the tissues 3 times with PBST, 15 min per time, then followed by dehydration in 80% sucrose (V900116, Sigma Aldrich) overnight before mounting. Images were captured by light microscope (ZEISS, Axios Vert. A1).

### Bone marrow-derived macrophage induction

The femur and tibia bones were collected from 6 to 8-week-old C57/B6 mice. The bones were cut open and 21 G needle and 2 mL sterilized syringes were used to flush out the bone marrow with DMEM (SH30081.LS, Hyclone) + 10%FBS + 1%P/S (3–5 mL per mouse). Then pass the collected bone marrow cells through a 70 μm strainer and centrifuge at 1000 rpm, 5 min, R.T. Remove the supernatant, add 3 mL RBC lysis (R7757, Sigma Aldrich) and incubate at R.T for 5 min to lyse the red blood cells, and add PBS to terminate the lysis process and centrifuge at 1000 rpm, 5 min, R.T. Remove the supernatant and resuspend the cells with the medium mixed with 70% DMEM (with 10% FBS + 1% P/S) + 30% L929 culture supernatant, 10 mL per mouse. For BMDM culture, the medium were changed every two days and cultured for 5–7 days. For M2-like macrophage induction, the BMDM culture medium were changed to the M2 polarization medium: complete DMEM medium + 20 ng/mL mouse Il-4 (abs04101, Absin) + 20 ng/mL mouse Il-13 (MBS1132878, MyBioSource) and cultured for 2–3 days.

### Tissue processing and mammary single cell preparation

The mammary glands were collected from 8 to 10-week-old adult mice and washed with cold PBS, and the tissues were cut into small pieces (about 1 mm^2^) and transferred into digest buffer (RPMI 1640 + 5% FBS + 1% Penicillin/Streptomycin + 25 mM HEPES), 5 mL per mouse, and digested for 2 h, 100 rpm, at 37 °C with a good shaking for every 15 min. The well-digested tissues were centrifuged at 4 °C, 1000 rpm for 5 min, and incubated with RBC lysis for red blood cell removement, then digested the cells with 0.05% trypsin (with EDTA), for 5 min at 37 °C to get single cells, and 0.1 mg/ml DNase I (D4263, Sigma Aldrich) was used to digest the free DNA for preventing cell aggregation. Then the cells were passed through a 70 μm strainer, since then the mammary single cell suspension was successfully prepared.

### FACS analysis and cell sorting

The single cell suspension was obtained from mammary glands following the protocol, for mammary epithelial cell analysis, briefly, the single cells were stained with a combination of lineage, FITC-conjugated CD45 (553080, BD Biosciences, 1:200 dilution), CD31 (553372, BD Biosciences, 1:200 dilution), TER119 (557915, BD Biosciences, 1:200 dilution), CD24-PE-Cy7 (101822, BioLegend, 1:200 dilution), and CD29-APC antibodies (102216, BioLegend, 1:200 dilution) for 20–25 min, avoid light. For Procr^+^ MaSC and Sca1^hi^ luminal cell analysis, the Procr-PE antibody (12-2012-82, eBioscience, 1:200 dilution) and Sca1-PE antibody (108107, BioLegend, 1:200 dilution) was added to the mammary epithelial cell analysis system. In the FACS sorting strategy of mammary epithelial cells, the markers used to exclude other lineages are CD45 (excluding white blood cells), CD31 (excluding vascular endothelial cells) and TER119 (excluding red blood cells). Mammary epithelial cells were labeled with CD24 and CD29. Among them, CD24 positive CD29 high (CD24^+^CD29^hi^) labeled mammary basal cells, Procr^+^ MaSCs were lin^−^CD24^+^CD29^hi^Procr^+^, while CD24 positive CD29 low (CD24^+^CD29^low^) labeled mammary luminal cells, Sca1^hi^ luminal cells were lin^−^CD24^+^CD29^low^Sca1^hi^. For Ki67 staining, after finishing the MEC staining, fixed the cells with Cytofix/Cytoperm™ (554722, BD Biosciences) for 30 min, R.T, then stained with Ki67-CF594 antibody (567719, eBioscience, 1:200 dilution) for 20–25 min. For macrophage analysis, the single cells were incubated with FcR blocking antibody (156603, BioLegend, 1:200 dilution) for 5 min at R.T, then stained with CD45-Percp Cy5.5 (550994, BD Biosciences, 1:200 dilution), CD11b-PE-Cy7 (552850, BD Biosciences, 1:200 dilution), and F4/80-APC (566787, BD Biosciences, 1:200 dilution) for 20–25 min. The living cells were gated out using DAPI staining (564907, BD Biosciences, 1:5000 dilution). All the FACS analysis were performed using Beckman cytoflex, and the statistics were processed by FlowJo_V10. The cell sorting was performed using Beckman Moflo Astrois EQ.

### Mammary gland reconstitution assay

For evaluating the basal cell reconstitution ability after macrophage depletion, the basal cells were sorted by flow cytometry, and indicated cell number was performed in each group resuspended with 50% matrix gel (354230, BD Biosciences) + 25% FBS + 25% PBS, 10 μL per fat pad, and injected into the cleared mammary fat pads of 3 to 4-week-old female Balb/c nude mice, the outgrowths were obtained and analyzed 45–60 days post-transplantation. For colony transplantation, the colonies were counted to indicated colony number before transplantation and the transplantation assay followed the protocols as described. Images were captured by a dissection microscope (LEICA, M165C).

### In vitro 3D colony formation and passage

Basal cells were sorted by flow cytometry as described. The cells were resuspended at a density of 1 × 10^6^ cells/mL in chilled matrix gel (354230, Thermo Fisher), mix well and made a drop (50 μL per 24-well-plate hole), and polymerized at 37 °C for 15 min, and then the medium was added to the plates: DMEM/F12 (Hyclone, SH30023.01) + 50 ng/mL EGF (354001, BD Biosciences) + 1:100 ITS (41440, Sigma Aldrich) for common medium and 10 ng/mL TNF-α (abs00997, Absin), 10 ng/mL Il-1β (abs04051, Absin), 10 ng/mL Il-6 (abs04084, Absin), 1 μM E2 (50-28-2, MedChemExpress), 2.5 μM Pg (57-83-0, MedChemExpress), 5 μg/mL prolactin (50367-M08B, Sino Biological), 10 ng/mL infliximab (170277-31-3, MedChemExpress) were added when needed, medium change every two days, and it usually takes 7–14 days until the colonies were harvested for measurement. For colony passage, the matrix gel was first depolymerized using dispase, then the colonies were digested into single cells using 0.25% trypsin (25200056, Thermo Fisher), and then the single cells were replayed in the matrix-gel, as described previously.

### Co-culture assay

The basal cells were cultured in 3D as described. For the M2 co-culture assay, the M2-like macrophages were digested with 0.25% Trypsin and count, then resuspended with a 3D culture medium at a density of 1 × 10^5^ cells/mL, add 200 μL BMDM suspension into each transwell chamber (0.4 μm, for 24 well-plates) and insert the chambers carefully into the 24 well-plates, the co-culture assay usually takes 11–14 days for the organoid formation. The macrophages were changed every two days.

### RNA isolation, RNA sequencing and quantitative real-time PCR

Total RNA was isolated from FACS sorted basal cells and cultured colonies/organoids lysed with RNAiso Plus (9109, Takara) according to the manufacturer’s instructions. Total mRNA concentration was determined with Nanodrop2000 and RNA-seq libraries were prepared according to the manufacturer’s instruction followed by sequencing on Hiseq X 10 sequencer (Illumina), which was performed by Wuhan Seqhealth Co., Ltd. Expression of selected genes was validated by qPCR. The cDNA was generated from equal amounts of RNA using the PrimeScript RT Master Mix (RR036A, Takara). qPCR was carried out on a FastStart Universal SYBR Green Master Mix (04913850001, Roche) on a CFX Connect Real-Time PCR Detection System (Bio-Rad). RNA level was normalized to *Gapdh*. All primer pairs were designed for the same cycling conditions: 10 min at 95 °C for initial denaturing, 40 cycles of 15 s at 95 °C for denaturing, 1 min at 60 °C for annealing and extension, following by melt curve test. Primers for qPCR are listed in Supplementary Table 1.

### Protein extraction and western blotting

Primary mammary epithelial cells were treated with lysis buffer: RIPA (P0013B, Beyotime) + 1 mM PMSF (ST505, Beyotime) for 30 min on ice, then centrifuge at 4 °C for 15 min, 12,000 rpm, the supernatant was collected into clean 1.5 mL centrifuge tubes, then boiled in a water bath for 10 min for protein denaturation. Western blot analysis was performed using the standard protocol. All blots derive from the same experiment and that they were processed in parallel.

### Single-cell RNA sequencing

FACS stored cells were resuscitated rapidly and examined by microscope after 0.4% Trypan blue coloring. When the viability of cells was higher than 80%, the experiment of library construction was performed. Briefly, single cells, reagents, and Gel Beads containing barcoded oligonucleotides were encapsulated into nanoliter-sized GEMs (Gel beads in the emulsion) using the GemCode Technology. Lysis and barcoded reverse transcription of polyadenylated mRNA from single cells were performed inside each GEM. Post RT-GEMs were cleaned up and cDNA was amplified. cDNA was fragmented and fragments end were repaired, as well A-tailing was added to the 3’ end. The adaptors were ligated to fragments which were double sided SPRI selected. Another double sided SPRI selecting was carried out after sample index PCR. The final library was quality and quantitated in two methods: check the distribution of the fragments size using the Agilent 2100 bioanalyzer, and quantify the library using real-time quantitative PCR (QPCR) (TaqMan Probe). The final products were sequenced using the DNBSEQ^TM^ platform.

### Bioinformatics analysis

GSEA v4.1.0 was used to perform the GSEA on various functional and/or characteristic gene signature. Metascape online tool (http://metascape.org) was used to perform the GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes) and PPI (Protein-Protein Interaction) analysis. The repopulating frequencies for mammary gland reconstitution assay were calculated using the “statmod” software package for the R computing environment (http://www.r-project.org/). For single cell RNA-seq analysis, Dr.Tom network platform of BGI was used (http://report.bgi.com).

### Statistical analysis

Data analyses were performed using GraphPad Prism 8 software. Data were presented as mean ± SD or mean ± SEM unless specified otherwise. *P* values were obtained by unpaired Student’s *t*-test or two-way ANOVA, and *P* ≤ 0.05 was considered statistically significant. The in vitro experiments were repeated independently three times with consistent results.

## Supplementary information

Supplementary information

## Data Availability

The datasets of RNA-seq for CL treated basal cells versus ctrl basal cells analysis generated during this study is available at GEO: GSE210268, datasets of RNA-seq for M2 co-cultured basal colonies versus ctrl basal colonies is available at GEO: GSE210379, datasets of RNA-seq for TNF-α treated basal colonies versus ctrl basal colonies is available at GEO: GSE210643, the datasets of single RNA-seq for CL treated mammary cells versus ctrl is available at GEO: GSE210825. All other data supporting the findings of this study are available from the corresponding author on request.

# Supplementary material for: Macrophages maintain mammary stem cell activity and mammary homeostasis via TNF-α-PI3K-Cdk1/Cyclin B1 axis
**Source:** NPJ Regen Med. 2023 May 2;8:23. doi: 10.1038/s41536-023-00296-1
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### Supplementary Figures and Legends

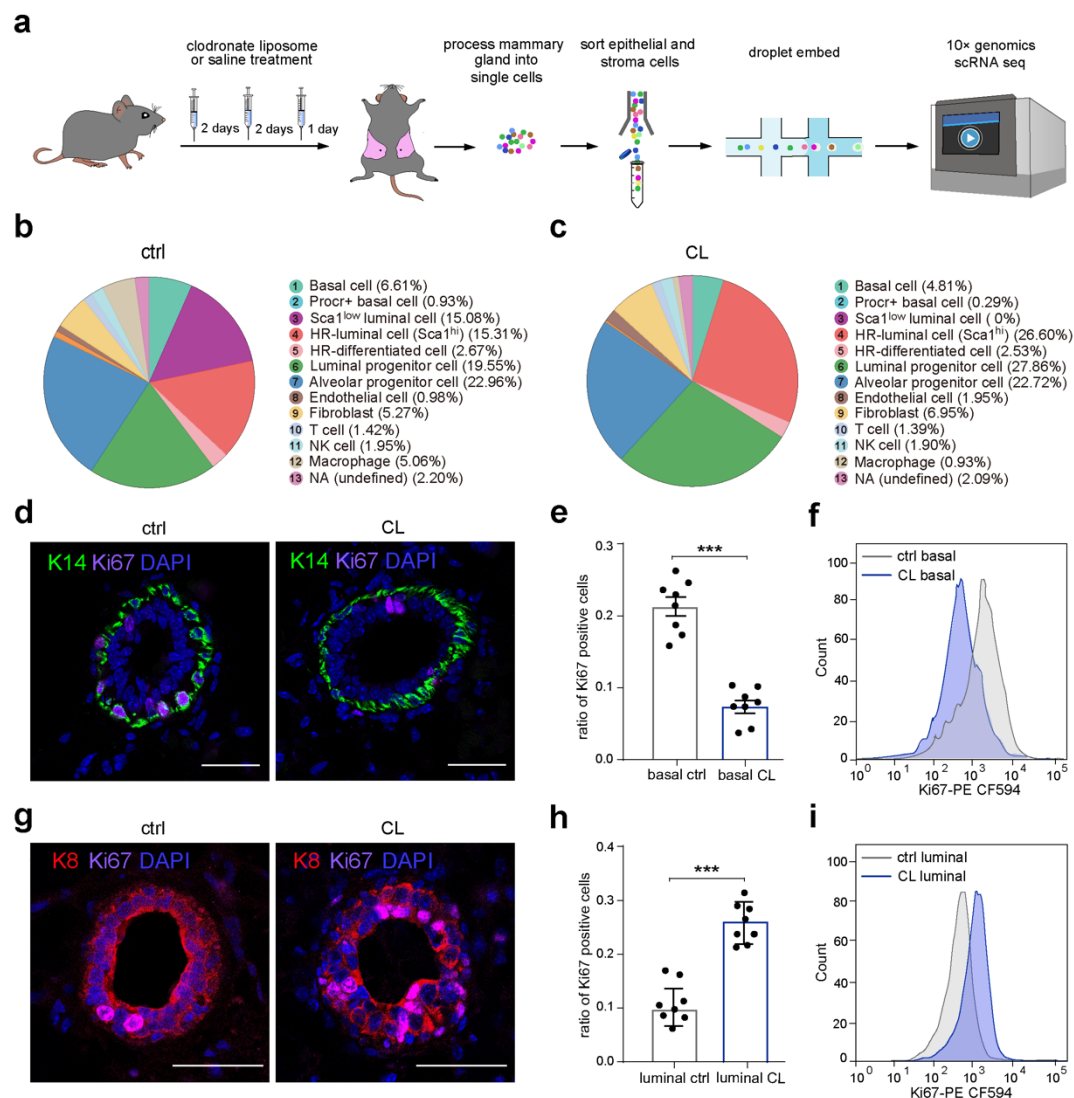

**Supplementary Figure 1. Clodronate liposomes (CL) administration inhibits the proliferation of basal cells while promotes the proliferation of luminal cells.** **a** Schematic illustration of intraperitoneal injection of clodronate liposomes and single-cell RNA sequencing. **b** The pie chart shows the proportion of various cell clusters of the mammary glands from control mice. **c** The pie chart shows the proportion of various cell clusters of the mammary glands from CL treated mice. **d** Immunostaining of Ki67 and K14 in mouse mammary gland. Ctrl: control mice; CL: CL treated mice, Scale bar: 20µm. **e**

Statistics of the proportion of Ki67 positive cells in basal cells in **(d)**,  $n = 3$  mice and 8 images. Data are presented as mean  $\pm$  SEM.  $***P < 0.001$ , unpaired t-test. **(f)** FACS analysis of Ki67 expression in basal cells. The results are representative of 3 independent experiments. **g** Immunostaining of Ki67 and K8 in mouse mammary gland. Ctrl: control mice; CL: CL treated mice, Scale bar: 50 $\mu$ m. **h** Statistics of the proportion of Ki67 positive cells in luminal cells in **(g)**.  $n = 3$  mice and 8 images. Data are presented as mean  $\pm$  SEM.  $***P < 0.001$ , unpaired t-test. **i** FACS analysis of Ki67 expression in luminal cells. The results are representative of 3 independent experiments.

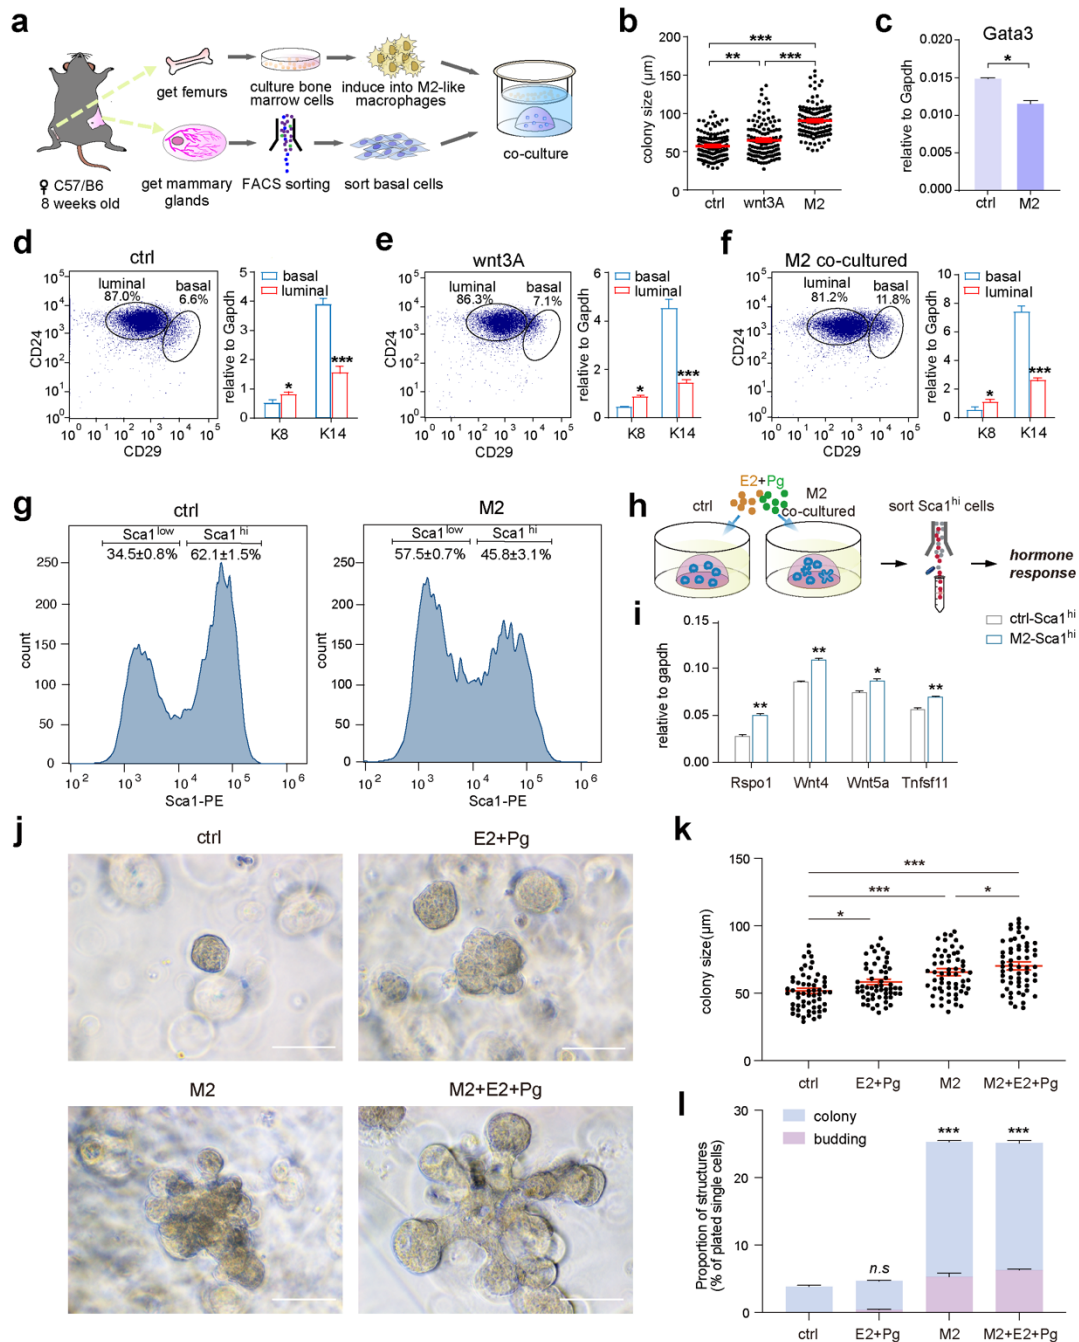

**Supplementary Figure 2. Cell population analysis and hormone response detection of cultured basal cells.** **a** Schematic illustration of the co-culture system of basal cells with bone marrow-derived macrophages (M2). **b** Quantification of the colony size of the basal derived colonies treated with Wnt3A or co-cultured with M2, compared with that of control. n = 3 replications, \*\*P < 0.01, \*\*\*P < 0.001, unpaired t-test. **c** qPCR analysis of *Gata3* expression

in M2 co-cultured organoids compared with that of control,  $n = 3$  replications,  $*P < 0.05$ , unpaired t-test. **d-f** FACS analysis shows cell populations of digested colonies and organoids. qPCR analysis shows K14 and K5 expression of the colonies and organoids. Control basal cells (**d**); Wnt3A treated basal cells (**e**); M2 co-cultured basal cells (**f**). The results are representative of 3 independent experiments.  $n = 3$  replications,  $*P < 0.05$ ,  $***P < 0.001$ , unpaired t-test. **g** FACS analysis shows Sca1<sup>-</sup> and Sca1<sup>+</sup> cell proportion in control colonies and M2 co-cultured organoids. Data are presented as mean  $\pm$  SD, the results are representative of 3 independent experiments. **h** Schematic illustration of E2 and Pg treatment with control colonies and M2 co-cultured organoids for hormone response detection. **i** qPCR analysis of *Rspo1*, *Wnt4*, *Wnt5a* and *Tnfrsf11* in sorted Sca1<sup>+</sup> cells from control colonies and M2 co-cultured organoids.  $n=3$  replications,  $*P < 0.05$ ,  $**P < 0.01$ , unpaired t-test. **j** Representative images of 3D cultured control, E2 and Pg treated, M2 co-cultured and treated with E2 and Pg after M2 co-cultured basal cells, Scale bars: 100 $\mu$ m. **k** Quantification of the colony size of the basal derived colonies treated with E2 and Pg, co-cultured with M2, or treated with E2 and Pg after co-cultured with M2, compared with that of control.  $n = 3$  replications,  $*P < 0.05$ ,  $***P < 0.001$ , unpaired t-test. **l** Quantification of colony and budding structures derived from basal cells treated with E2 and Pg, co-cultured with M2, or treated with E2 and Pg after co-cultured with M2, compared with that of control.  $n = 3$  replications,  $***P < 0.001$ , two-way ANOVA.

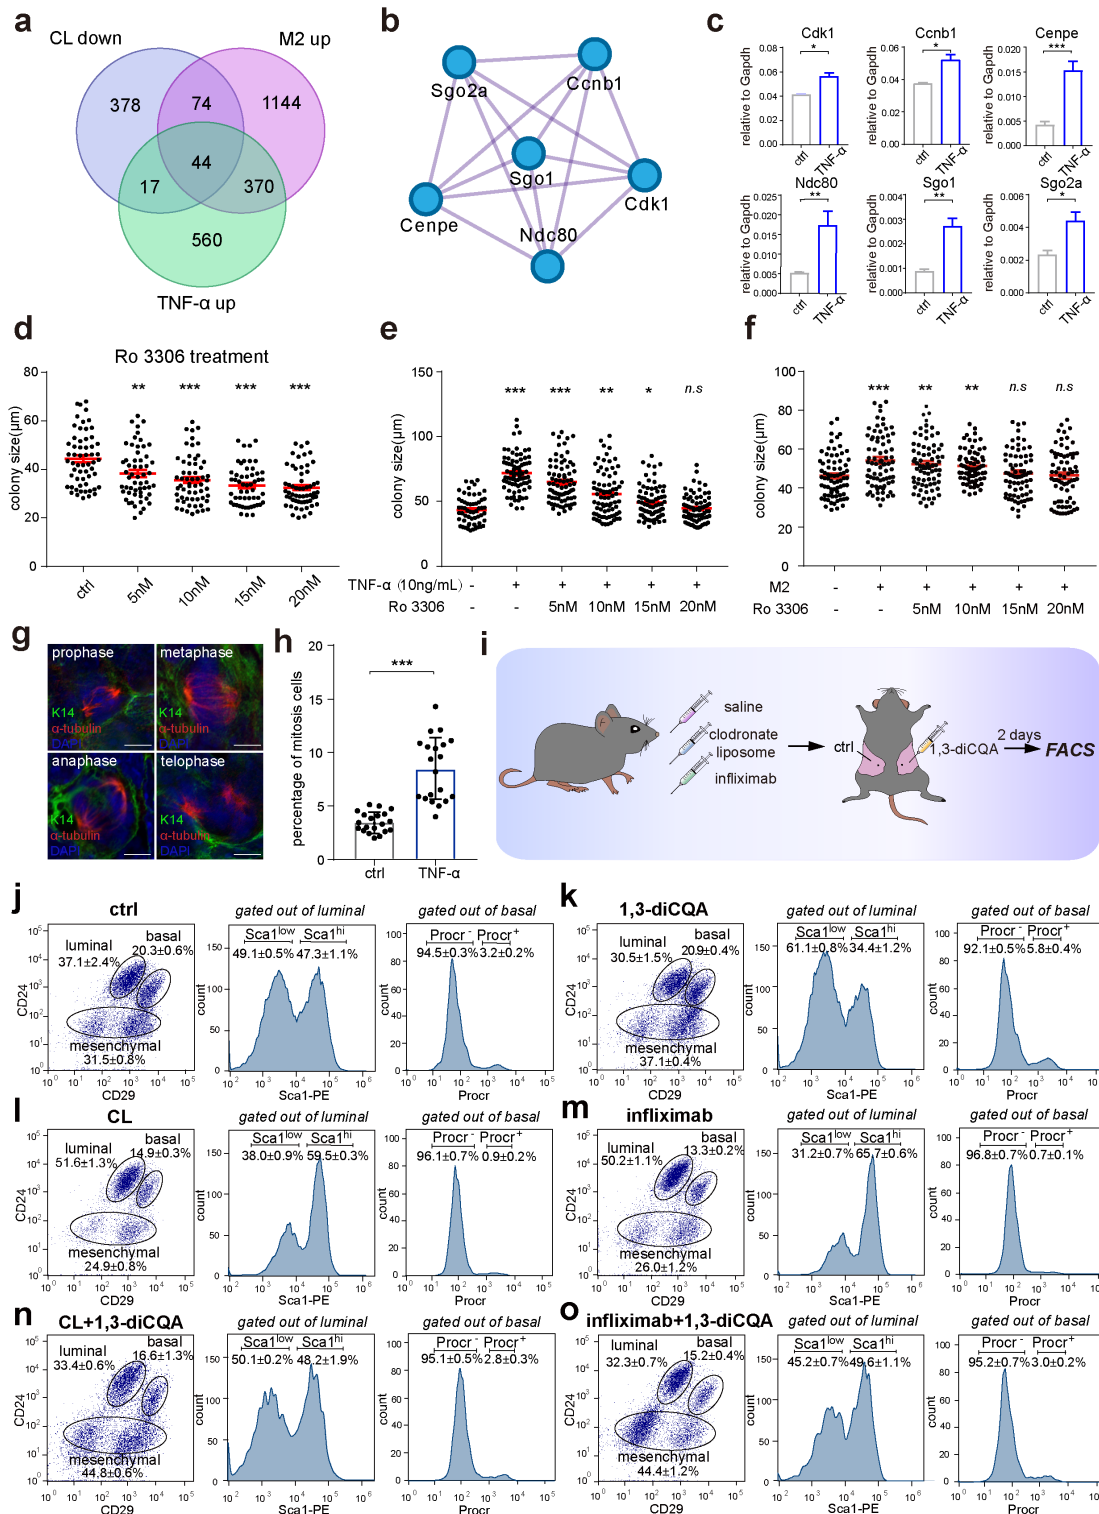

**Supplementary Figure 3. Cdk1/Cyclin B1 involved in cell division**

**regulation in MaSCs and PI3K signaling participated in cell population**

**shift.** **a** Venn diagram displays the overlapping genes of upregulated DEGs in organoids formed by M2 co-culture, upregulated DEGs in organoids induced

by TNF- $\alpha$ , and downregulated DEGs in mammary basal cells from clodronate liposomes treated mice. **b** MCODE out of Protein-Protein-Interaction (PPI) showing the certain functional module of the overlapping genes in (a). **c** qRT-PCR analysis for the expression of *Cdk1*, *Ccnb1*, *Cenpe*, *Ndc80*, *Sgo1* and *Sgo2a* genes in organoids induced by TNF- $\alpha$ . n = 3 replicates, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\* $P < 0.001$ , *n.s* represents no significance, unpaired t-test. **d** Colony size statistics of basal cells treated with Ro 3306 at gradient concentration. n = 3 replicates, \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , unpaired t-test. **e** Colony size statistics of basal cells treated with Ro 3306 at gradient concentration and TNF- $\alpha$  (10ng/mL) was added for compensation. n = 3 replications, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , *n.s* represents no significance, unpaired t-test. **f** Colony size statistics of basal cells treated with Ro 3306 at gradient concentration and M2 macrophages were co-cultured for compensation. n = 3 replications, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , *n.s* represents no significance, unpaired t-test. **g** Representative images of the spindles (marked by  $\alpha$ -tubulin) and nucleus (marked by DAPI) in different stages of mitosis in basal colonies, Scale bar: 5 $\mu$ m. **h** Statistics of the percentage of mitosis cells in TNF- $\alpha$  induced basal cells compared with control. n = 20 colonies, \*\*\* $P < 0.001$ , unpaired t-test. **i** Schematic illustration of 1,3-diCQA intra fat pad administration after saline/clodronate liposomes/infliximab treatment. **j-o** FACS analysis show mammary epithelial cell population labeled by CD24 and CD29, Sca1 labeled luminal cells, Procr labeled basal cells under separate and dual treatment with 1,3-diCQA, clodronate liposomes, infliximab. 

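Panel a counts the genes that were higher in organoids after M2 co-culture, higher after TNF-α, or lower in basal cells after clodronate liposome treatment, and the fields where circles overlap hold genes shared between these comparisons. MCODE, used in panel b, searches a network of protein-protein interactions for clusters in which most members are linked to each other. In panel c, the transcripts of the module were measured by qRT-PCR relative to Gapdh, so each bar is a transcript amount divided by that of Gapdh in the same RNA. The panels form the paper's path from sequencing to mechanism. It took the genes shared by the 3 comparisons, proposed the Cdk1-Ccnb1 pair within their module as the key regulator, and then inhibited Cdk1 in culture. The comparisons for M2 co-culture and clodronate liposomes were not analysed here.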

Control, treated with saline (**j**); 1,3-diCQA treatment (**k**); clodronate liposomes treatment(**l**); infliximab treatment (**m**); 1,3-diCQA intra fat pad administration

after clodronate liposome treatment (**n**); 1,3-diCQA intra fat pad administration  
after infliximab treatment (**o**).

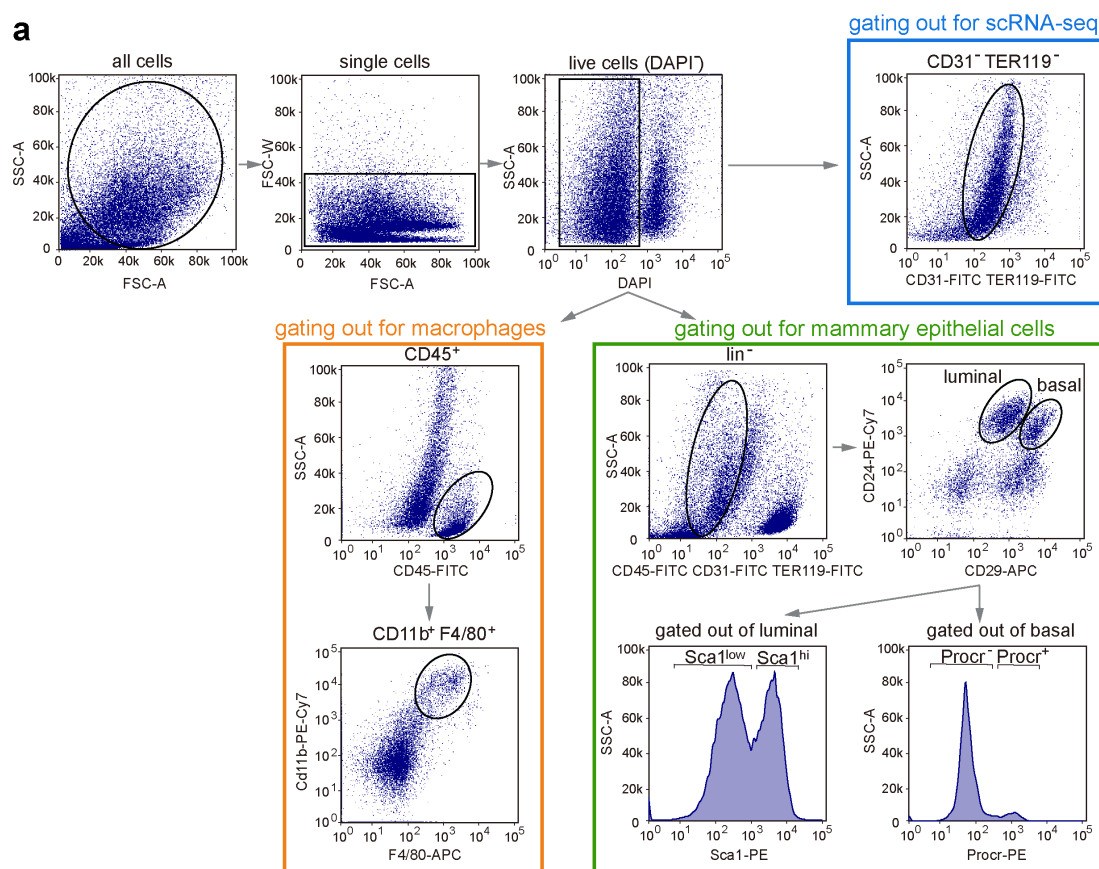

**Supplementary Figure 4. FACS sequential gating strategies. a** The cells sorted for scRNA-seq were CD31<sup>-</sup>TER119<sup>-</sup> gated out of live cells correspond to supplementary Fig.1a, the gating strategy for macrophages was CD11b<sup>+</sup>F4/80<sup>+</sup> gated out of CD45<sup>+</sup> cells correspond to Figure 1b, the gating strategies for mammary epithelial cells were as follows: luminal cells (CD24<sup>+</sup>CD29<sup>low</sup>) and basal cells (CD24<sup>+</sup>CD29<sup>hi</sup>) were gated out of lin<sup>-</sup> cells correspond to Figure 1e and Figure 6e; according to the expression of Sca1, the luminal cells could be divided into Sca1<sup>low</sup> and Sca1<sup>hi</sup> correspond to supplementary Fig.3j-o, according to the expression of Procr, the basal cells could be divided into Procr<sup>-</sup> and Procr<sup>+</sup> correspond to Figure 1f, Figure 6f and supplementary Fig.3j-o.

## Supplementary Tables

**Supplementary Table 1. Primers for qRT-PCR**

|                 |                            |                |                            |
|-----------------|----------------------------|----------------|----------------------------|
| <i>Bcl11b</i>   | F: CCCGACCCTGATCTACTCAC    | <i>Cenpe</i>   | F: GAGCACCAAGAACTATTGACCG  |
|                 | R: GGAGGTGGACTGCTCTTGT     |                | R: CACGTTGACGCTCACTTGTCT   |
| <i>Gata3</i>    | F: CTCGGCCATTCGTACATGGAA   | <i>Ndc80</i>   | F: GCCTCTCTATGCAGGAGTTAAGG |
|                 | R: GGATACCTCTGCACCGTAGC    |                | R: CGGTTTGTGTGTACTCAGCTT   |
| <i>K14</i>      | F: AGCGGCAAGAGTGAGATTCT    | <i>Sgo1</i>    | F: ACGCGTAACGCAGAATTTCTG   |
|                 | R: CCTCCAGGTTATTCTCCAGGG   |                | R: AATTCATCTCGGCCACTCAGG   |
| <i>K8</i>       | F: TCCATCAGGGTGACTCAGAAA   | <i>Sgo2a</i>   | F: ACCTGAATCCTGGTCTTCGC    |
|                 | R: CCAGCTTCAAGGGGCTCAA     |                | R: AGGAGTGGCTACCGAGAAGG    |
| <i>Tnfrsf1b</i> | F: ACACCCTACAAACCGGAACC    | <i>Rspo1</i>   | F: GGGATCAAGGGCAAGAGACAG   |
|                 | R: AGCCTTCCTGTCATAGTATTCCT |                | R: CTGGCGGATGTCGTTCCCTC    |
| <i>Mmp3</i>     | F: ACATGGAGACTTTGTCCCTTTTG | <i>Wnt4</i>    | F: AGACGTGCGAGAACTCAAAG    |
|                 | R: TTGGCTGAGTGGTAGAGTCCC   |                | R: GGAAGTGGTATTGGCACTCCT   |
| <i>Ccl2</i>     | F: TGCCCTAAGGTCTTCAGCAC    | <i>Wnt5a</i>   | F: CAACTGGCAGGACTTTCTCAA   |
|                 | R: AAGGCATCACAGTCCGAGTC    |                | R: CATCTCCGATGCCGGAAGT     |
| <i>Ccl7</i>     | F: GCTGCTTTCAGCATCCAAGTG   | <i>Tnfsf11</i> | F: CAGCATCGCTCTGTTCTCTGA   |
|                 | R: CCAGGGACACCGACTACTG     |                | R: CTGCGTTTTTCATGGAGTCTCA  |

**Supplementary Table 2. Antibodies for immunochemistry**

| Antibodies         | Source                               | Identifier     | Dilution |
|--------------------|--------------------------------------|----------------|----------|
| Krt14              | Wuhan Dia-an Biotechnology Co., Ltd. | Cat#C0740      | 1:200    |
| Krt8               | DSHB                                 | Cat#TROMA-I    | 1:1000   |
| Ki67               | BioLegend                            | Cat#151202     | 1:400    |
| $\alpha$ - tubulin | Proteintech                          | Cat#11224-1-AP | 1:200    |
| $\beta$ -casein    | Santa Cruz Biotechnology             | Cat#sc-166530  | 1:50     |

How the deposited data were processed for this re-analysis (not part of the article)

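RNA-seq of colonies/organoids formed by mouse mammary basal cells was analysed, with 1 control library and 1 library treated with TNF-α at 10 ng/mL. The authors deposited 1 table of read counts per gene, not normalized, with the exon coordinates, strand and summed exon length of each of 49492 genes. Its layout is that of a featureCounts table. The paper names the sequencer, GSEA and Metascape, and its text does not name the aligner, counting tool, annotation or read filters behind the counts. The coordinates were compared with GENCODE M21 on GRCm38 by gene name, and 90.9% of 47240 shared names had the same chromosome, start and end. The library totals were 44462275 counts for the control and 53487087 for TNF-α, so a count of 10 is worth 0.225 and 0.187 CPM. The excess of even low counts fits read ends counted singly, in which case the number of independent fragments is nearer to the counts divided by 2 and the intervals for counting error would be wider.

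From the deposited counts, library sizes were scaled with edgeR (version 4.0.16, R 4.3.3) by the TMM method, and log2 ratios of CPM were computed with a prior count of 2 for genes with at least 10 counts summed over the 2 libraries. A gene was called higher or lower when the fold passed 2 and an exact two-sided binomial test on its reads, with the TMM-scaled sizes giving the share that no change would produce, had a Benjamini-Hochberg adjusted p under 0.05. Without replicates edgeR's quasi-likelihood test could not be fitted, so the test compares 2 libraries, not the conditions, and no p-value is given across genes. Counts of 3 or fewer were taken as the floor. Named genes are those the paper names in connection with TNF-α, the 5 largest increases and 5 largest decreases among called genes with at least 200 counts, and the highest and lowest member of each gene list. This rule, the comparisons, 20 gene lists and the alternatives were set before the data were examined. Genes named outside the rule are marked as chosen afterwards, except genes the paper names for other treatments, such as Bcl11b and Gata3.

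Gene lists for the cell cycle, the module of Supplementary Fig. 3b, TNF-α pathway genes, NF-κB targets, PI3K subunits, AKT and ERK, PI3K regulators, cell types, milk proteins, interferon response, squamous differentiation, glycolysis and hypoxia, ribosome, mitochondrion, cell death and p53, and other genes the paper names were described by the percentile of their median among 10000 random lists drawn within 20 bins of mean expression. Lists of further HIF targets, other reference genes and interferon genes were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Alternatives were total counts, DESeq2 (version 1.42.0) size factors and upper quartile scaling, other filters, folds and prior counts, no read test, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, thinning of the counts, and random lists in 50 bins or unmatched. Added after the data were seen were halved counts, a lowess correction on GC content and log2 length (span 0.3), and removal of ribosomal RNA and mitochondrial genes.

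The calls were tested on simulated data. With 200 of 20771 genes changed 4-fold in simulated libraries with counting error only, 200 were recovered with 0 false calls. Of 200 unchanged simulated lists, 12 fell outside the middle 95% of random lists. When edgeR's exact test was run on simulated libraries of 20771 genes with a coefficient of variation of 0.2, it recovered 166 of 200 changed genes with 11 false calls, and at 0.4 it recovered 0. GO annotation and the mammary regeneration signature were not used here, and the M2 co-culture, clodronate liposome and single-cell data were not analysed here.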

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

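The comparison of leukocyte genes, the simulation with an equal spread and the test of a shift with the scaling were chosen only after the results were seen. Both results concern gene lists that the paper does not discuss and whose median exceeded those of all 10000 random lists drawn and lay above 0.5. With 1 library per condition, differences between single cultures and an effect of TNF-α cannot be told apart for any gene, because the spread between cultures was not measured. Unchanged libraries simulated with a coefficient of variation of 0.4 gave on average 2254 genes higher, more than the 1431 observed. An equal spread of that kind for all genes is argued against by the narrow ratios of well counted genes. Their interquartile range corresponds to a coefficient of variation of 0.142 (9345 genes with at least 1000 counts), and unchanged libraries simulated at that value gave at most 95 genes higher in 20 simulations. That value was taken from well counted genes, while 710 of the 1431 genes called higher had 10 to 99 counts. A larger spread among rarely counted genes therefore stays open. Programmes of genes that differ between cultures stay open too.

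The 26 interferon response genes were all higher with TNF-α, with a median log2 ratio of 2.41, and 22 of them were called. The median stayed between 2.39 and 2.44 across the 10 alternatives run. The ratios ranged from 0.45 for Ifit2 (753 counts against 459) to 4.34 for Cxcl9 (236 counts against 8). Of these genes, 1 is also in the list of NF-κB targets. Leukocytes carried over from the gland in larger number are not excluded. The comparison, chosen after the results were seen, left out the MHC class II genes. Among these, Cd74 and H2-Ab1 had log2 ratios of 4.77 and 4.03 (H2-Ab1 named after its values were seen). The other genes of the list did not rise in sum. The 19 leukocyte and macrophage genes outside MHC class II, of which 12 reached 10 counts, summed to 1023 counts with TNF-α and 851 in the control, a log2 ratio of 0.0058 (95% interval -0.13 to 0.14). They summed to 19.2 CPM with TNF-α, of which Lcp1 gave 10.0 CPM and Lyz2 2.04 CPM (both named after their values were seen), while the interferon response genes rose by 447 CPM in sum. A trend with GC content and gene length as the whole cause is argued against by a list median of 2.42 after its correction. Whether the cultured cells transcribed an interferon gene cannot be told apart from no such transcription, since 21 interferon genes summed to 8 counts with TNF-α and 6 in the control. A candidate explanation, as a hypothesis, is a response of the epithelial cells to TNF-α itself.

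The 27 glycolysis and hypoxia genes had a median log2 ratio of 0.84, with 26 higher and 11 called. The median stayed between 0.83 and 0.86 across the 10 alternatives run. Slc16a3 was highest at 3.80 (861 counts against 50) and Hk1 lowest at -0.13. Vegfa, chosen after its values were seen, had 21584 counts against 4366, a log2 ratio of 2.05. After the correction for GC content and gene length the list median was 0.86, which argues against that trend as the whole cause. The matched random lists, whose middle 95% ended at 0.14, cannot test a shift with the scaling. The list was picked for lying above them. A change of scale moves all genes alike. The 11 reference genes other than Gapdh and Pgk1 had a median of 0.09 and ranged from -0.28 to 0.37. These genes were listed after the data were seen. Their values argue against a shift with the scaling as the whole cause of the list median of 0.84. Activity of the hypoxia-inducible factor HIF may contribute. A separate list of 20 HIF targets outside glycolysis, not looked at beforehand, had a median of 0.31, with 15 of 20 higher, and 3 of 10000 random lists had a median as high. Larger colonies with less oxygen inside and a direct effect of TNF-α were not tested against each other.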

How the results depend on the processing

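No paired analysis was possible because each condition had 1 library, and no replicate could be left out. Under total counts, DESeq2 size factors, upper quartile scaling, no filter, no read test, an assumed coefficient of variation of 0.1, prior counts of 0.5 and 5, thinning to the shallower library and the 3 alternatives chosen after seeing the data, the number of genes higher lay between 1010 and 1777. The lowest of these values came from halved counts, which reflect read ends counted singly.

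Other settings moved the counts by more than 1.5 times. With at least 1 CPM in a library there were 836 genes higher and 658 lower, among 15605 genes tested. A fold of 1.5 gave 2337 and 1987, and any fold 5555 and 5377, because the threshold is lower. Thinning to 0.25 of the shallower depth gave 809 and 629, with fewer reads behind each test, and 701 of the 809 were among the 1431. An assumed coefficient of variation of 0.2 gave 745 and 523, and 0.4 gave 91 and 54, since a larger assumed spread leaves fewer genes past the threshold. At 0.4 the test recovered 0 of 200 simulated genes changed 4-fold, so this setting reaches larger changes only.

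The share of genes above a log2 ratio of 0, 50.6%, was 49.7% with total counts and 49.5% with upper quartile scaling, which place the control and TNF-α libraries at a slightly different scale. It was 49.9% with at least 1 CPM, among the 15605 genes tested there, and 53.3% after the correction for GC content and length, and the cause was not tested. The S phase, G2/M, module and class I PI3K lists kept their direction and their side of the middle 95% of random lists under all 10 alternatives of their median and both alternatives of the random lists.

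The lists of PI3K regulators, fibroblast genes and cytosolic ribosome genes were the ones that moved into the middle 95% under any alternative. Among single genes, 20 values moved outside their interval for counting error with their sign unchanged, 19 of them under the correction for GC content and length. Under that correction the log2 ratio of Hk1 also left its interval and changed sign, to 0.019, and the cause was not tested. Many of the calls rest on few reads, since 710 of the 1431 genes called higher and 605 of the 1148 called lower had 10 to 99 counts summed over both libraries.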

Differences from the paper's values

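Relative to Gapdh, the RNA-seq fold of Cenpe with TNF-α was 0.975, and the paper's qPCR fold is about 3.6 in Supplementary Fig. 3c, read by eye. The fold of Ndc80 was 1.01 against the paper's about 3.4, that of Sgo1 was 0.973 against about 3.1, and that of Sgo2a was 0.981 against about 1.9 in the same panel. The RNA-seq values come from 1 library per condition and the paper's from qPCR with replicates. None of the alternatives set for single genes before the data were examined closed these gaps, and neither did the correction for GC content and length or the removal of ribosomal RNA and mitochondrial genes, chosen after seeing the data. Filters, thresholds and read tests leave these folds as they are. With TMM scaling and no division by Gapdh, the folds were 1.89 for Cenpe, 1.96 for Ndc80, 1.88 for Sgo1 and 1.90 for Sgo2a, of which that of Sgo2a reaches the paper's value on its scale relative to Gapdh. Gapdh itself had a fold of 1.94, and it overlaps an exon of Iffo1 on the opposite strand. All folds relative to Gapdh are uncertain as far as its counts include reads of Iffo1. For Cdk1 and Ccnb1 in the same panel, the folds relative to Gapdh were 1.29 and 1.18. These lie nearer to the paper's values, about 1.4 for each.

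Supplementary Fig. 3 takes all 6 genes of the module from those up-regulated by TNF-α. At a fold above 2, Cenpe, Ndc80, Sgo1 and Sgo2a were not called, with log2 ratios of 0.92, 0.97, 0.91 and 0.93. All 6 were called with a fold above 1.5 or with any fold. The paper's text names no threshold for TNF-α, and the legends of its other comparisons differ in theirs. The choice of threshold alone can therefore make this difference. Sgo2a was also called after thinning to 0.25 of the shallower depth.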

Other observations

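The comparison of leukocyte genes with Tnf was chosen only after the results were seen. So was the correction of the squamous differentiation genes for GC content and length. Genes that neither the naming rule nor the paper gives were chosen after their values were seen. They are H2-Ab1, Pgr, Prlr, Krt1, Flg, Ivl, Dsc1, Pgk1, Tfrc, Polr2a, mt-Co2 and mt-Atp6.

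Fig. 5b gives RT-qPCR of 4 genes, which the paper's text describes for M2 co-culture and the legend for TNF-α treated basal cells. Of these, Tnfrsf1b had 207 counts with TNF-α and 18 in the control, a log2 ratio of 3.14. Ccl2 had 1113 and 16 counts, a log2 ratio of 5.71, and Ccl7 had 219 and 6 counts, a log2 ratio of 4.56. With Mmp3, the median of the 4 was 5.13. The other receptor gene, Tnfrsf1a, had a log2 ratio of -0.35.

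The Tnf transcript itself had 1156 counts with TNF-α and 112 in the control, a log2 ratio of 3.09. Leukocytes carried over in larger number are not excluded as a source, because the comparison left out the MHC class II genes. The summed counts of 19 leukocyte and macrophage genes outside MHC class II had a log2 ratio of 0.0058. Their sum was 19.2 CPM with TNF-α and 19.1 CPM in the control, while Tnf rose by 19.2 CPM. Transcription of Tnf in the cultured epithelial cells may explain the rise, as may a response of the few leukocytes present in both cultures. These were not tested against each other. The MHC class II genes Cd74 and H2-Ab1 had log2 ratios of 4.77 and 4.03. With them, the 15 tested genes of the leukocyte and macrophage list had a median of 0.07, at percentile 57.9, and with genes of at least 1 CPM the median was -0.32.

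Gapdh, the reference gene of the paper's qPCR, had 12065 counts with TNF-α and 5205 in the control, a log2 ratio of 0.95 (95% interval 0.91 to 1.00). It overlaps an exon of Iffo1 on the opposite strand, so its counts are uncertain. Pgk1 had a log2 ratio of 1.43. Of 11 other reference genes, whose median was 0.09, the highest was Tfrc at 0.37 and the lowest Polr2a at -0.28. Measured relative to Gapdh, the RNA-seq folds of Cdk1 and Ccnb1 were 1.29 and 1.18, compared with 2.49 and 2.28 after TMM scaling. The paper's qPCR fold is about 1.4 for each in Supplementary Fig. 3c, read by eye.

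A trend with GC content and gene length as the whole cause of the higher cell cycle genes is argued against by a G2/M median of 0.81 after its correction. Mki67 had a log2 ratio of 0.97.

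The squamous differentiation genes were lower with TNF-α in 22 of 22 tested, with a median log2 ratio of -0.71, lower than in all 10000 random lists drawn. Krt1, Flg, Dsc1 and Ivl had log2 ratios of -3.61, -3.95, -3.39 and -2.53, and Tgm3 had the smallest change, -0.03 with 7 counts against 6. With genes of at least 1 CPM the median was -1.25, and under the other alternatives it stayed near the value given. A trend with GC content and gene length as the whole cause is argued against by a list median of -0.71 after its correction. No biological explanation was tested.

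The 24 basal epithelium genes had a median of -0.06, at percentile 12.4, which became 0.03 after the correction for GC content and length, and ranged from Lgr5 at -1.20 to Axin2 at 1.78. The 25 luminal epithelium genes had a median of -0.29, lower than in all 10000 random lists drawn, with Areg lowest and Trf highest at 1.63. The basal keratin genes Krt14 and Krt5 had log2 ratios of -0.08 and 0.16, and the luminal genes Krt8 and Gata3 had -0.10 and -0.77, although Gata3 overlaps other gene models on both strands. The hormone receptor genes Esr1, Pgr and Prlr had log2 ratios of -1.48, -1.54 and -1.15. Procr had 140 counts with TNF-α and 86 in the control, a log2 ratio of 0.44 (95% interval 0.05 to 0.85). Procr was called higher in 0 of 18 alternative settings, among them that of any fold. Bcl11b and Ly6a had log2 ratios of 0.31 and 0.44. The 19 tested genes of the list of other genes the paper names had a median of 0.28.

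Among the remaining lists, the median was 0.17 for 8 milk genes (percentile 87.5, from Btn1a1 at -2.45 to Csn1s1 at 2.02), 0.26 for 16 fibroblast genes (percentile 99.6, with Dpt highest at 4.58), 0.14 for 41 cytosolic ribosome genes (percentile 99.9) and 0.06 for 11 mitochondrially encoded genes (percentile 69.9, and -0.0044 after the correction for GC content and length). For 20 cell death and p53 genes it was 0.41, higher than in all 10000 random lists drawn, with Gsdmd highest at 2.51 and Zmat3 lowest at -0.56.

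The mitochondrial genes mt-Co2, mt-Co3 and mt-Atp6 had few counts, 57 with TNF-α and 24 in the control in sum. A stretch of chromosome 1 from 24611535 to 24616197 that carries 7 gene models had 314894 and 273481 counts. Of the 31-base words in the transcripts of mt-Co2, mt-Co3 and mt-Atp6, 99.5%, 99.9% and 99.5% also occur in those gene models, so the counts of both are uncertain.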
